# The yeast AMP-activated protein kinase Snf1 phosphorylates the inositol polyphosphate kinase Kcs1

**DOI:** 10.1016/j.jbc.2024.105657

**Published:** 2024-01-13

**Authors:** Sham Sunder, Joshua S. Bauman, Stuart J. Decker, Alexandra R. Lifton, Anuj Kumar

**Keywords:** yeast, *Saccharomyces cerevisiae*, AMPK, pseudohyphal growth, filamentous growth, Snf1, inositol polyphosphate

## Abstract

The yeast Snf1/AMP-activated kinase (AMPK) maintains energy homeostasis, controlling metabolic processes and glucose derepression in response to nutrient levels and environmental cues. Under conditions of nitrogen or glucose limitation, Snf1 regulates pseudohyphal growth, a morphological transition characterized by the formation of extended multicellular filaments. During pseudohyphal growth, Snf1 is required for wild-type levels of inositol polyphosphate (InsP), soluble phosphorylated species of the six-carbon cyclitol inositol that function as conserved metabolic second messengers. InsP levels are established through the activity of a family of inositol kinases, including the yeast inositol polyphosphate kinase Kcs1, which principally generates pyrophosphorylated InsP_7_. Here, we report that Snf1 regulates Kcs1, affecting Kcs1 phosphorylation and inositol kinase activity. A *snf1* kinase-defective mutant exhibits decreased Kcs1 phosphorylation, and Kcs1 is phosphorylated *in vivo* at Ser residues 537 and 646 during pseudohyphal growth. By *in vitro* analysis, Snf1 directly phosphorylates Kcs1, predominantly at amino acids 537 and 646. A yeast strain carrying *kcs1* encoding Ser-to-Ala point mutations at these residues (*kcs1*-S537A,S646A) shows elevated levels of pyrophosphorylated InsP_7_, comparable to InsP_7_ levels observed upon deletion of *SNF1*. The *kcs1*-S537A,S646A mutant exhibits decreased pseudohyphal growth, invasive growth, and cell elongation. Transcriptional profiling indicates extensive perturbation of metabolic pathways in *kcs1*-S537A,S646A. Growth of *kcs1*-S537A,S646A is affected on medium containing sucrose and antimycin A, consistent with decreased Snf1p signaling. This work identifies Snf1 phosphorylation of Kcs1, collectively highlighting the interconnectedness of AMPK activity and InsP signaling in coordinating nutrient availability, energy homoeostasis, and cell growth.

AMP-activated kinase (AMPK) is a central regulator of energetics (1, 2, 3, 4). In response to increased levels of AMP/ADP, indicative of a decreased cellular energy state, AMPK promotes ATP production through a regulatory program activating catabolism and inhibiting anabolism (5, 6, 7). AMPK is highly conserved in eukaryotes, and the yeast protein, Snf1, was the first kinase of the subsequently termed AMPK family to be identified (8, 9). Although Snf1 is not allosterically activated by AMP, its activity is correlated with high ratios of AMP to ATP (9). Snf1 is activated under conditions of glucose limitation and in response to external stressors, including salt stress, heat shock, alkalinity, and oxidative stress (10, 11, 12, 13). Snf1 is required for the wild-type response to glucose limitation and for the utilization of alternate carbon sources (14, 15, 16, 17). The *SNF1* gene derives its name (*S*ucrose *N*on*F*ermenting) from its loss-of-function phenotype, with *snf1* mutants able to metabolize glucose but unable to grow anaerobically on sucrose (18). Snf1 functions as the catalytic α-subunit of a heterotrimeric complex, with one of three β-subunits (Sip1p, Sip2p, or Gal83p), and the γ-subunit Snf4p (19, 20, 21). Under conditions of high glucose, Snf1 is negatively regulated through several mechanisms, including autoinhibition by internal binding of its amino and carboxy terminal regions (22, 23, 24, 25). In low glucose, Snf4 binds and relieves Snf1 autoinhibition (23). The kinases Sak1, Elm1, and Tos3 can each phosphorylate Snf1 at Thr 210, activating Snf1 and a complex downstream signaling network encompassing proteins that contribute to the metabolism of alternative carbon sources and fatty acids, gluconeogenesis, carbohydrate storage, and respiration (23, 26, 27, 28). The activated Snf1 complex functions in glucose derepression through activation of the transcription factors Cat8 and Sip4 and inhibition of the repressor Mig1 (1, 29, 30, 31).

The Snf1 signaling network is central in the stress-responsive transition of yeast cells from a planktonic growth mode to one characterized by the formation of extended and invasive multicellular pseudohyphal filaments (32, 33). Yeast pseudohyphal growth is induced under conditions of nitrogen or glucose limitation, with yeast cells undergoing changes in morphology, polarity, and adhesion to form connected and elongated chain-like filaments (34, 35, 36, 37). These pseudohyphal filaments, so named because they superficially resemble hyphal tubes evident in filamentous fungi, are presumed to represent a foraging mechanism by which nonmotile yeast can scavenge a broader surface area for nutrients (34). Pseudohyphal growth in *Saccharomyces cerevisiae* informatively models related processes of filamentous development required for virulence in the opportunistic human pathogen *Candida albicans* (38, 39, 40, 41). Yeast pseudohyphal growth is regulated through a complex signaling network encompassing the Kss1 mitogen-activated protein kinase (MAPK) pathway, the Ras2/cAMP-dependent protein kinase A (PKA) pathway, the target of rapamycin (TOR) pathway, and the aforementioned AMPK/Snf1 pathway (42, 43, 44, 45, 46, 47). In filamentous strains of *S. cerevisiae*, disruption or deletion of *SNF1* results in decreased surface-spread pseudohyphal growth and reduced invasive filamentation. Snf1-Gal83 activates transcription of the pseudohyphal growth cell surface adhesin Flo11 through inhibitory phosphorylation of the negative regulators Nrg1 and Nrg2 (32, 48). Snf1 is required for the wild-type phosphorylation of a large set of proteins (49, 50, 51), although we have not yet determined the full scope of Snf1 signaling in pseudohyphal growth.

The genetic basis of yeast pseudohyphal growth is expansive (37, 52, 53, 54), and genes encoding components of the inositol polyphosphate (InsP) family of metabolic second messengers are required for wild-type pseudohyphal filamentation (55). InsP signaling mediates numerous cell processes of growth and differentiation (56, 57, 58, 59). InsPs are a family of highly charged lipid-derived metabolites, constituting phosphorylated forms of the six-carbon cyclitol *myo*-inositol (Fig. 1*A*) (60, 61, 62, 63, 64). Inositol is processed to the glycerophospholipid phosphatidylinositol (PI) and subsequently to phosphoinositides, such as PI 4,5-bisphosphate (PIP_2_). Stimulated PIP_2_ is cleaved by Phospholipase C to yield the soluble second messenger inositol 1,4,5-trisphosphate (InsP_3_) (65). In many eukaryotes, InsP_3_ interacts with a channel receptor to release intracellular calcium stores; however, InsP_3_-mediated calcium release has not been observed in yeast (66). Despite this, the yeast biosynthetic InsP pathway is very similar in composition to orthologous eukaryotic InsP pathways (61, 64, 67). InsP_3_ is phosphorylated sequentially by inositol kinases to yield a series of inositol polyphosphate species. In *S. cerevisiae*, the inositol kinase Arg82 sequentially phosphorylates InsP_3_ at the three- and 5-carbon positions of inositol, producing inositol InsP_5_ (61, 68, 69). The inositol 2-kinase Ipk1 converts InsP_5_ to InsP_6_ (70). Although much less abundant than InsP_6_ and subject to high turnover, the doubly charged inositol pyrophosphates have emerged as important signaling molecules required for the wild-type regulation of phosphate homeostasis in eukaryotes as well as cellular responses to osmotic, heat, and oxidative stress (58, 71, 72, 73). The InsP_6_ kinases Kcs1 and Vip1 catalyze formation of InsP_7_ isomers and InsP_8_ (61, 64). Kcs1 also produces pyrophosphorylated InsP species from InsP_5_, generating 5PP-InsP_4_, which, in turn, can be phosphorylated by Vip1 to yield (PP)_2_-InsP_3_ (62). The physiological significance of these latter pyrophosphorylated species has not been conclusively determined. Notably, deletion of any gene encoding an inositol kinase perturbs pseudohyphal growth (55).

**Figure 1:**
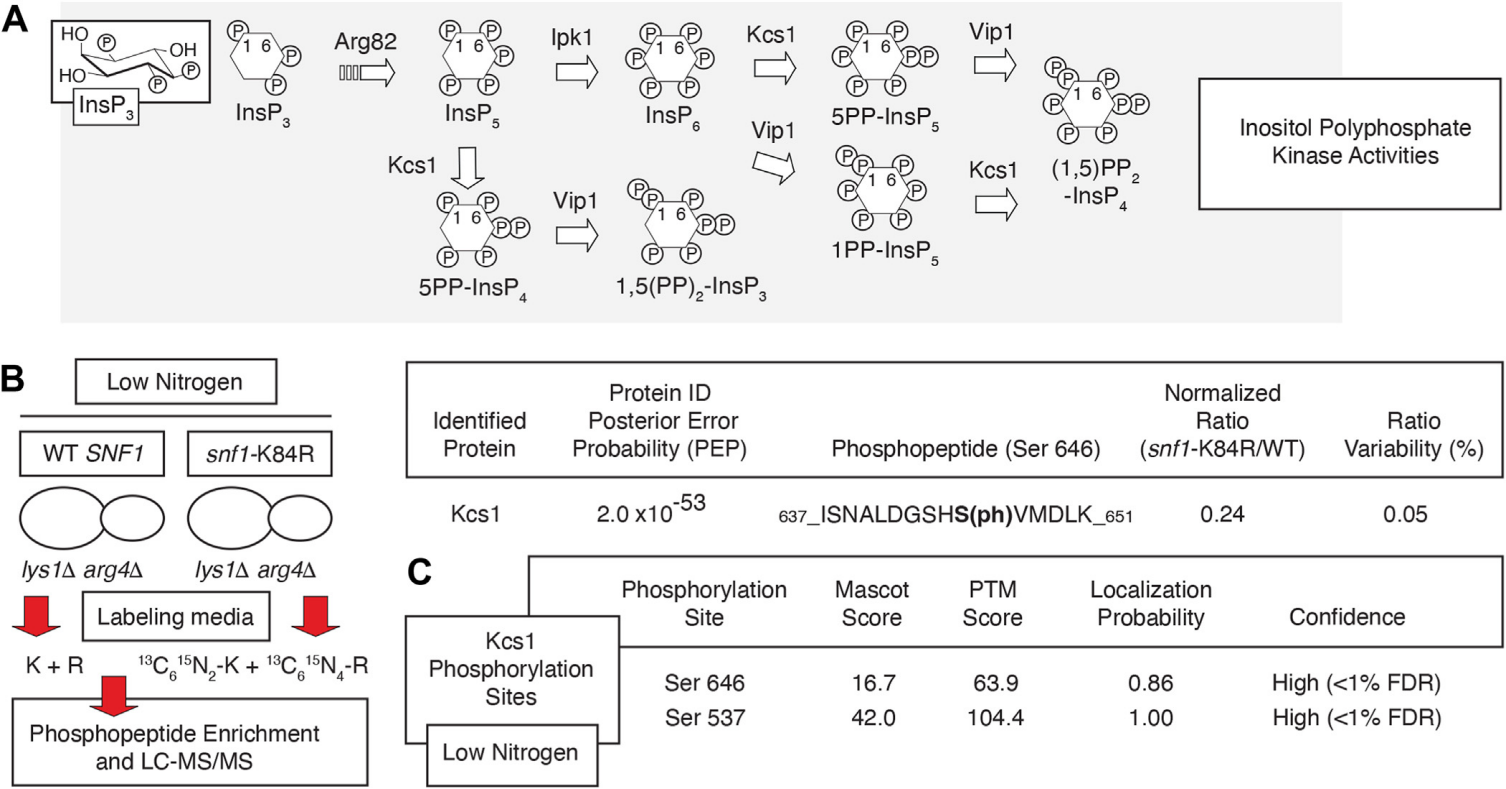
**Kcs1 is a phosphoprotein that undergoes Snf1-dependent phosphorylation *in vivo*.***A*, diagram of the inositol polyphosphate biosynthetic pathway. The boat conformation for InsP_3_ is shown below a flat representation of InsP_3_ with the one and six positions of inositol labeled. Proteins catalyzing each reaction are indicated. *B*, mass spectrometry identifies decreased phosphorylation of Kcs1 Ser 646 under steady-state conditions of nitrogen limitation in a strain with a kinase-defective allele of *snf1*. For quantitative mass spectrometry by SILAC, both strains for analysis contained deletions of *lys1* and *arg4* and were grown in media with either normal Lys and Arg or in media with the indicated stable isotopic forms. The wild-type strain is deleted for *snf1* and carries a low-copy centromeric plasmid containing the wild-type *SNF1* sequence with native promoter. The plasmid in the test strain encodes a kinase-defective allele of *snf1* with the indicated substitution of Arg for Lys 84. The posterior error probability (PEP) is the probability that the observed peptide-spectrum match for identification of the protein is incorrect. The ratio of phosphorylated peptide in the mutant and wild-type strains, normalized against total protein, is indicated. *C*, mass spectrometry of a wild-type strain of the filamentous Σ1278b background grown under conditions of nitrogen limitation identified phosphorylation of Kcs1 at Ser residues 537 and 646. The probability of correct amino acid identification is indicated, along with confidence and false discovery rate.

Several lines of evidence indicate that *KCS1* and inositol pyrophosphate levels contribute to the AMPK-regulated yeast pseudohyphal growth response. Under conditions of nitrogen limitation, deletion of *KCS1* results in decreased pseudohyphal growth relative to wild type (55). Overexpression of *KCS1* is sufficient to allow pseudohyphal filamentation under otherwise repressive conditions with normal levels of the nitrogen source ammonium sulfate (55). As reported by Bang *et al.* (74), inositol polyphosphate multikinase (IMPK), orthologous to Arg82 in yeast, physiologically binds AMPK, with binding enhanced by glucose availability and phosphorylation of IMPK at Tyr 174. Collectively, the data suggest interconnections between AMPK signaling, pseudohyphal growth, and inositol polyphosphate signaling but do not define a mechanism through which AMPK regulates InsP signaling. Here, we investigate this regulatory relationship through data that identify Kcs1 as a substrate of Snf1p and indicate the phenotypic effects of Snf1p-dependent Kcs1 phosphorylation.

## Results

### Snf1 regulation of Kcs1 phosphorylation

Under conditions of nitrogen limitation that induce pseudohyphal growth, Snf1 kinase activity is required for wild-type phosphorylation of Kcs1. By SILAC-based mass spectrometry of wild-type yeast compared against a strain with a kinase-defective allele of Snf1 (*snf1-*K84R), we identified hypophosphorylation of Kcs1 at Ser 646 (Fig. 1*B*) (51, 75). We applied mass spectrometric analysis of a filamentous wild-type yeast strain grown under conditions of nitrogen limitation to identify phosphorylation sites during pseudohyphal growth, and we identified phosphorylation of Kcs1 at residues Ser 537 and Ser 646 (Fig. S1*C* and File S1). Both phosphorylated residues are found outside of the putative Kcs1 glycine-rich G-loop (roughly at AA 337), important for ATP binding and phosphate transfer in protein kinases, and the Kcs1 kinase domain (AA 759–956), as identified in the InterPro/Pfam database (Fig. S1*A*) (76). Kcs1 is a known phosphoprotein that undergoes extensive phosphorylation, and the Kcs1 Ser 537 and 646 residues have been identified independently as phosphorylation sites in several studies (Fig. S1*B*) (51, 77, 78, 79, 80). The consensus sequence motif for AMPK substrates is shown in Fig. S1*C* (81, 82, 83).

We assessed the likelihood that Snf1 directly phosphorylates Kcs1 by purifying Snf1 and Kcs1 for *in vitro* analysis of Snf1 kinase activity. We generated active Snf1 in bacteria through co-expression with its upstream kinase Tos3, the Snf1 complex β-subunit Gal83, and the γ-subunit Snf4 (Fig. 2*A*). For this purpose, we used a two-plasmid system allowing for the heterologous expression of these yeast genes in *E. coli* (84). We purified a complex of His-tagged Snf1 with Snf4 and Gal83 by passage over a nickel column, yielding active Snf1 heterotrimer. We cloned the *KCS1* coding sequence in four fragments into bacterial expression vectors for subsequent purification as MBP- or GST-fusions (Fig. 2*A*). We expressed and purified a GST-Mig1 chimera encoding amino acids 202 to 414 of Mig1. Mig1 is a known substrate of Snf1, and this construct serves as a positive control. We also cloned and purified Plc1 as two GST-fusion fragments for analysis of Snf1 phosphorylation (Fig. S2) to consider the possibility that Snf1 may target Plc1 as an additional control point in modulating InsP signaling. Of these proteins, we detected phosphorylation of GST-Mig1 and the third fragment of Kcs1 (MBP-Kcs1 encoding AA 509–780) by the Snf1 kinase complex (Fig. 2, *A*). We mapped phosphorylation sites on the third Kcs1 fragment by mass spectrometry, and the sequence context of the six identified phosphorylated residues (Ser 537, Ser 583, Ser 597, Ser 609, Ser 646, and Ser 664) is indicated in Figure 2*B*.

**Figure 2:**
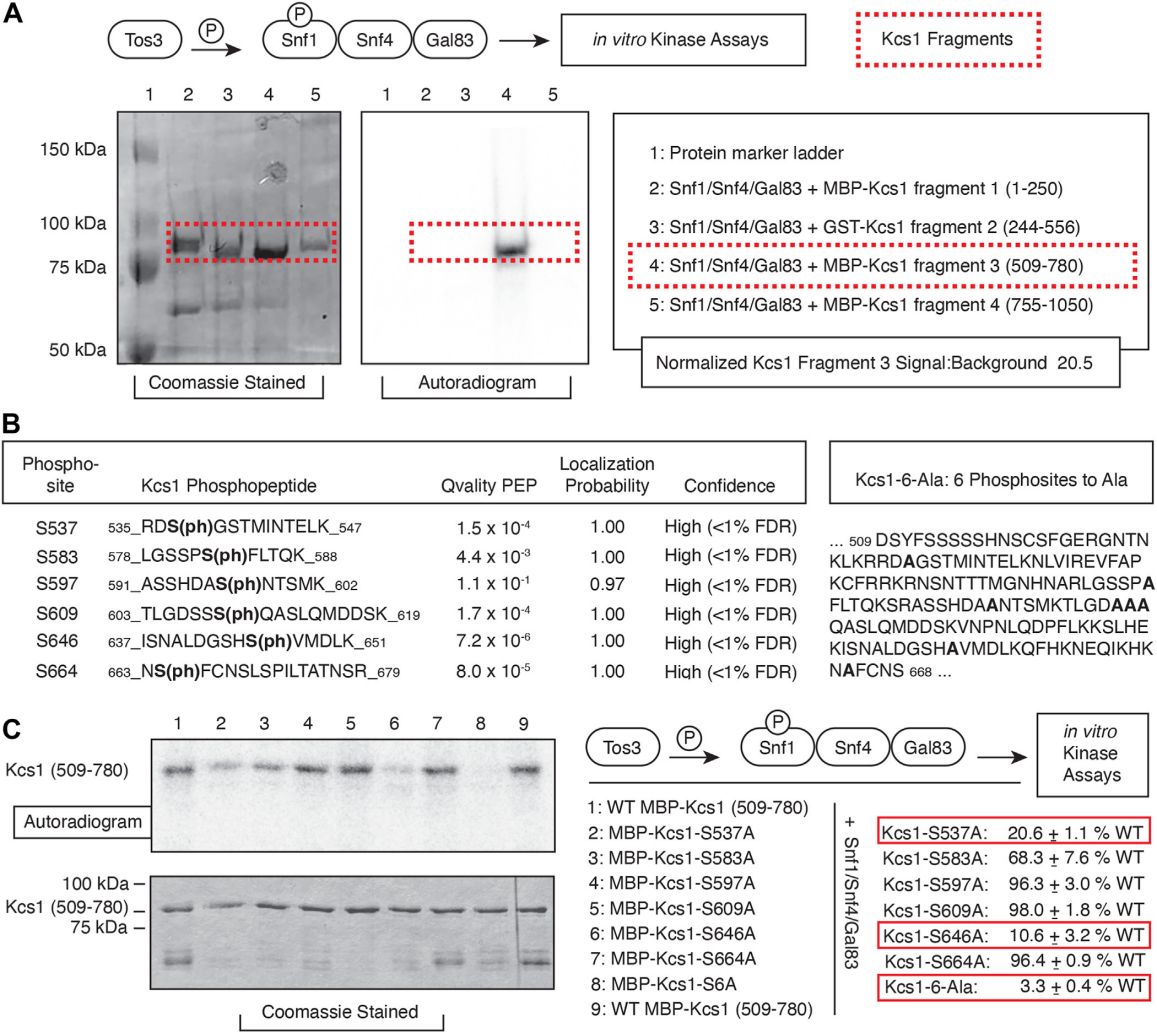
**Kcs1 is directly phosphorylated by purified Snf1 complex *in vitro*.***A*, proteins expressed for purification of active Snf1 kinase complex are diagrammed to the left. *In vitro* kinase assays are shown to identify Snf1 kinase phosphorylation of an MBP-Kcs1 chimera encoding Kcs1 amino acids 509 to 780. Bands representing phosphorylated MBP-Kcs1 fusions are boxed, as are bands corresponding to a GST fusion encoding Mig1 amino acids 202 to 414. Mig1 is a known substrate of Snf1. Kcs1 signal was quantified against the background signal over an identical area in the respective lane. *B*, Kcs1 sites phosphorylated by purified Snf1 kinase complex *in vitro* are shown in bold with flanking sequence. The probability of correct phosphosite determination and confidence indication with a false discovery rate is listed. The posterior error probability determined by the Qvality C++ program is shown. Six sites of phosphorylation by Snf1 were identified, and we mutated each of the sites individually to encode alanine. The *kcs1*-6-Ala mutant encodes a protein fragment with all six of the sites modified to encode alanine. *C*, Coomassie-stained gel and corresponding autoradiogram indicating *in vitro* kinase assay results for Snf1 phosphorylation of the wild-type Kcs1 fragment and site-directed phosphorylation site mutants. Densitometry was used to quantify radiolabeled band intensity relative to protein levels. Mean values relative to wild-type and standard deviation from three replicates of the assays are shown. Mutation of Ser 537 and Ser 646 to Ala strongly reduced Kcs1 fragment phosphorylation, as did mutation of all the sites to Ala.

We determined the degree to which these sites contributed to *in vitro* phosphorylation of Kcs1p by individually mutating each of the six sites to non-phosphorylatable alanine. In complement, we generated an expression construct with all six phosphorylation sites modified to encode alanine (*kcs1-*6-Ala). Ser 609 is the third of three consecutive serine residues in Kcs1 (AA 607–609). Although mass spectrometric analysis identified Ser 609 as the only phosphorylated residue among the three, we mutated all three serine residues to alanine in *kcs1-*6-Ala. Phosphorylation by the Snf1 complex was assayed as before. Kcs1 phosphorylation was most strongly affected by the substitution of alanine for Ser 537 and Ser 646, with phosphorylation decreased to approximately 21% and 11% of wild-type levels, respectively (Fig. 2*C*). Alanine substitution at all identified phosphorylation sites in *kcs1-*6-Ala eliminated roughly 97% of Kcs1 phosphorylation by Snf1 (Fig. 2*C*). In total, the *in vitro* and *in vivo* data are consistent with Kcs1 being a substrate of Snf1 and identify principal Snf1-dependent phosphorylation at Kcs1 Ser 537 and Ser 646.

### Kcs1 Ser 537 and Ser 646 are required for wild-type levels of inositol polyphosphates

To consider the phenotypic importance of these Kcs1 phosphorylation sites, we profiled inositol polyphosphate levels in a filamentous strain of *S. cerevisiae* with alanine substitutions at Kcs1 Ser 537 and Ser 646. In yeast, Kcs1 principally generates the 5PP-InsP_5_ isoform of InsP_7_ (Fig. 3*A*) (62). For this study, we cloned the *KCS1* gene with its native promoter into a low-copy centromeric yeast shuttle vector. We mutated the codons for Ser 537 and Ser 646 to encode alanine, and the plasmid was introduced into a *kcs1* deletion strain in the filamentous Σ1278b background. We profiled inositol polyphosphate levels under conditions of nitrogen limitation conducive to pseudohyphal filamentation in the site-directed mutant strain and in *kcs1*Δ/Δ carrying wild-type *KCS1*. For comparison, we also profiled inositol polyphosphates in a homozygous strain of the Σ1278b background deleted for *SNF1*. Relative to the strain with wild-type *KCS1*, the *kcs1*-S537A,S646A mutant exhibited elevated levels of InsP_7_, comparable to levels observed in *snf1*Δ/Δ (Fig. 3*B*). We did not observe a significant difference in InsP_8_ levels between strains with wild-type *KCS1* and strains with the *kcs1*-S537A,S646A allele. The data indicate that Ser 537 and Ser 646 in Kcs1 contribute to the maintenance of wild-type levels of pyrophosphorylated InsP_7_.

**Figure 3:**
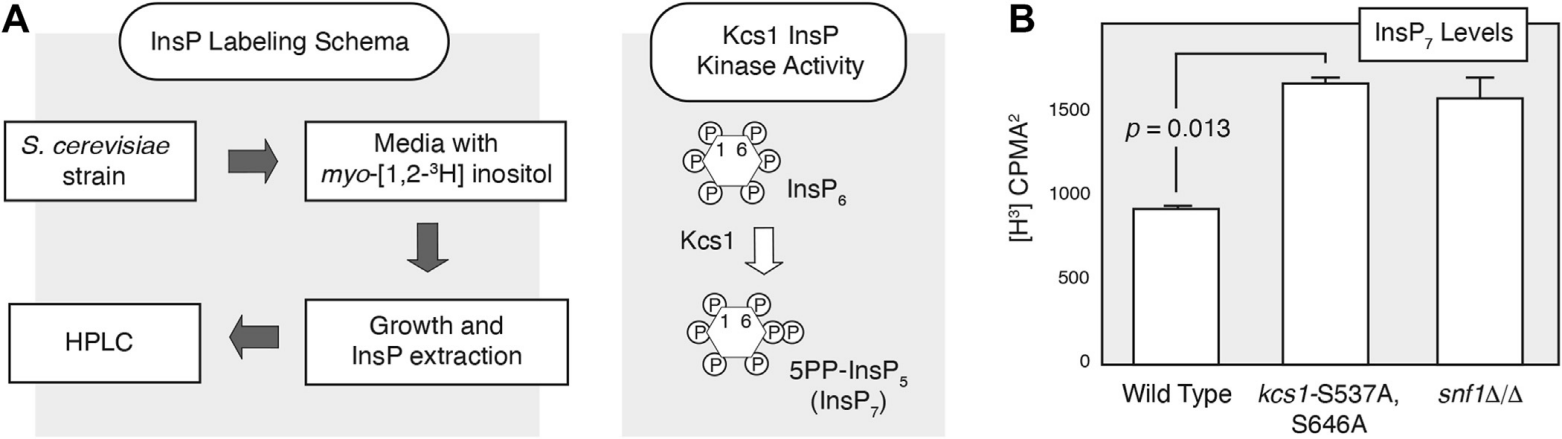
**InsP**_**7**_**levels are elevated relative to wild type in the *kcs1*-S537A,S646A mutant.***A*, schema for radiolabeling of inositol polyphosphates by incorporation of *myo*[1,2-H^3^]-inositol and diagram highlighting the predominant activity of Kcs1 in generating the 5PP-InsP_5_ isoform of InsP_7_. *B*, InsP levels were measured in a yeast strain with wild-type *KCS1* and the *kcs1-*S537A,S646A mutant as described under Experimental Procedures. Strains were grown under conditions of nitrogen limitation prior to inositol polyphosphate extraction. As shown, InsP_7_ levels were significantly elevated in a strain with the *kcs1* allele mutated for Snf1-dependent phosphorylation sites. InsP levels were measured as the area under the curve of radiolabeled [H^3^] counts per min (CPMA^2^) for collected fractions. Mean results are shown with one standard deviation, and *p*-values were determined by Student’s *t* test. For comparison, results are included for a homozygous *snf1* deletion strain of the same filamentous Σ1278b background, with inositol polyphosphates extracted under identical conditions of nitrogen limitation. Significant differences in InsP_8_ abundance between the strains were not observed. The full set of inositol polyphosphate profiling data with [^3^H] counts for all fractions is available in File S2.

### The kcs1-S537A,S646A mutant is impaired in pseudohyphal growth

Since *KCS1* is required for wild-type surface filamentation, agar invasion, and cell elongation, we assessed the phenotypic contributions of Kcs1 residues Ser 537 and Ser 646 to the yeast pseudohyphal growth response. Filamentous growth phenotypes for the *kcs1*Δ/Δ mutant are presented in Norman *et al.* (55). Under conditions of nitrogen limitation, the *kcs1-*S537A,S646A mutant shows significantly decreased surface filamentation relative to wild type (Fig. 4*A*). Invasive growth is assessed in filamentous strains of *S. cerevisiae* by growth of a spotted culture on normal medium and analysis of the degree to which colonies remain on the agar plate after washing off the surface of the plate (34). The *kcs1-*S537A,S646A mutant exhibits decreased agar invasion relative to wild type (Fig. 4*B*). Similarly, a culture of *kcs1-*S537A,S646A grown in liquid medium with low levels of the nitrogen source ammonium sulfate shows decreased cell elongation and diminished numbers of cell clusters relative to a wild-type strain grown under identical conditions (Fig. 4*C*).

**Figure 4:**
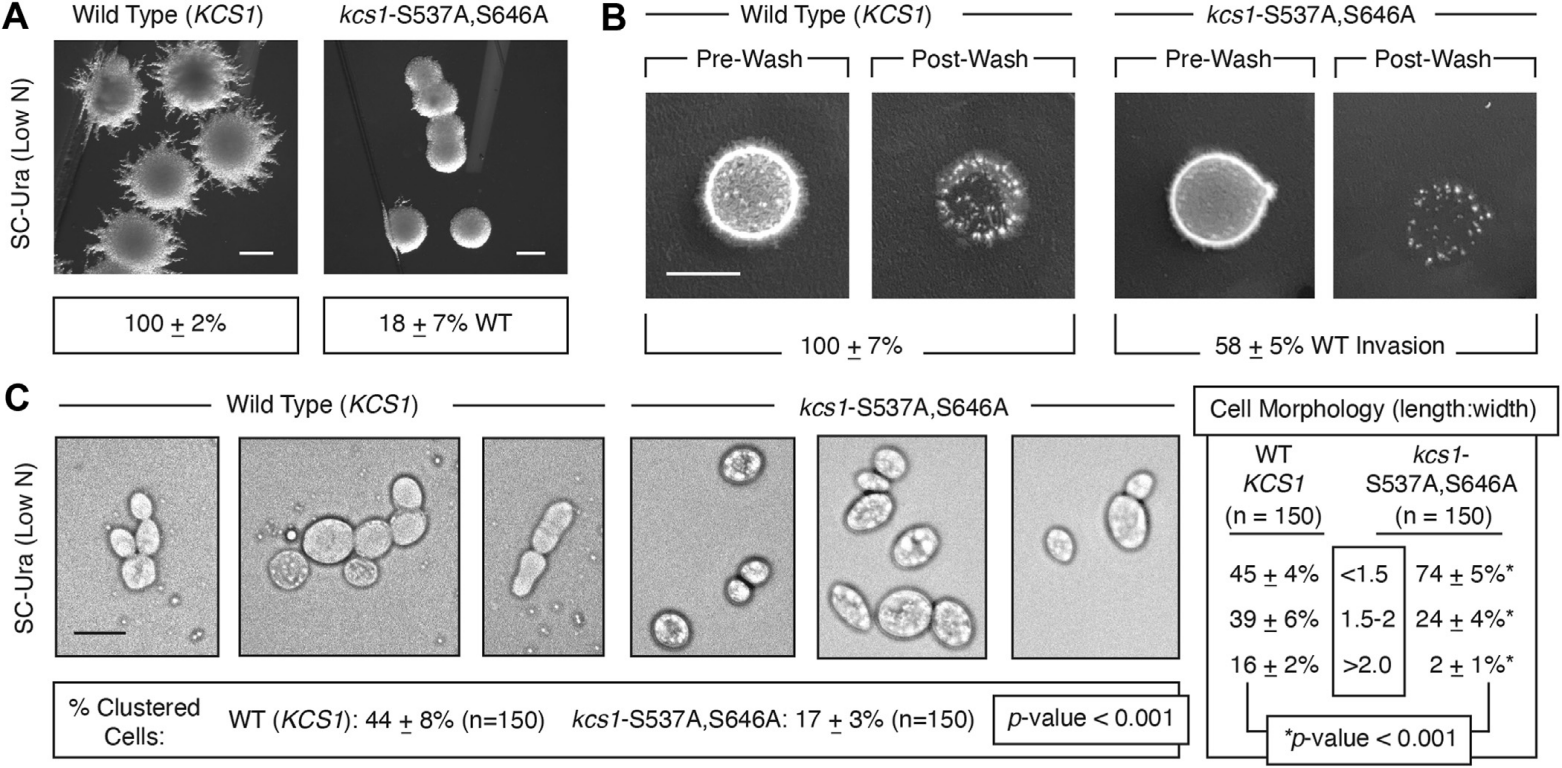
**Filamentous growth is decreased in the *kcs1*-S537A,S646A strain mutated for Snf1-dependent phosphorylation sites.***A*, surface filamentation of the control strain (*kcs1*Δ/Δ with a low-copy plasmid containing wild-type *KCS1* and its native promoter) and the isogenic strain with a plasmid containing *kcs1*-S537A,S646A is shown. Filamentation was quantified relative to the wild-type control strain using triplicate biological replicate cultures streaked on medium with low levels of ammonium sulfate. Percentages indicate mean values with standard deviation calculated as described. Scale bar, 2 mm. *B*, Agar invasion was assayed by washing plates under running water. Cultures of the strains were spotted on a growth medium with normal levels of nitrogen and glucose. The spotted cultures before and after washing were imaged, and the degree of invasion was quantified relative to the wild type. Mean values from three biological replicates are indicated with standard deviation. Scale bar, 1 cm. *C*, strains with wild-type *KCS1* and *kcs1*-S537A,S646A were cultured in liquid media with low levels of ammonium sulfate as a nitrogen source. The morphology of cultured cells was assessed by microscopy. The percentage of cells with indicated length-to-width ratios is presented as mean values with standard deviation from cell counts of 150 cells from each of two biological replicate cultures for both strains. Arrowheads indicate cells with a length-to-width ratio greater than 2. Scale bar, 5 μm.

### Transcriptional profiling identifies an extensive regulatory program affected in the kcs1-S537A,S646A strain

Inositol polyphosphate signaling regulates transcript levels in several ways. The inositol kinase IP_6_K1 regulates histone modifications through association with chromatin and interaction with a histone lysine demethylase (85). Inositol pyrophosphates activate the class I histone deacetylase Rpd3L, regulating cell growth and the general stress response (86). InsP_7_ inhibits the mRNA decapping enzyme NUDT3 *in vitro*, and elevated cellular levels of InsP_7_ are associated with an increased abundance of NUDT3 mRNA substrates and increased numbers of processing bodies (87). Thus, pyrophosphorylated InsPs affect transcription and transcript levels. Consequently, we implemented RNA profiling to determine the importance of Snf1-dependent Kcs1p phosphorylation sites Ser 537 and Ser 646 on global transcript levels. 

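Transcript levels were compared between a diploid strain of the filamentous Σ1278b background carrying wild-type *KCS1* and a strain carrying *kcs1*-S537A,S646A. In both strains, both chromosomal copies of *KCS1* are deleted, and the gene is supplied on pRS416, a low-copy centromeric plasmid with *URA3* as its selectable marker. The authors grew 3 single colonies of each strain to saturation in medium without uracil, diluted them into low-nitrogen medium and grew them for 18 to 20 h, and the sample labels give 20 h. Poly(A) RNA was sequenced as paired-end reads, mapped with hisat and counted per gene with featureCounts. The deposited table gives these counts for 7126 genes without normalization. Between 17950923 and 20822332 fragments were counted per wild-type sample, with a median of 18193639, and between 20529351 and 22701020 per mutant sample, with a median of 21625201. The 10 genes with the most counts took from 8.24% to 10.7% of a sample's total. The counts were normalized by the TMM method of edgeR, and differences between the strains were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The test covered the 6083 genes that passed edgeR's filter on low counts, with a minimum of 10 counts. The biological coefficient of variation across these genes was 0.129. As all colonies with an allele came from the same strain, the tests cannot separate the allele from other differences between the strains.
*KCS1* is listed in the files as YDR017C, on the minus strand of chromosome IV from 479115 to 482267. Its transcript level was 338.8 ± 28.9 CPM (counts scaled to library size; SD, n = 3) with the wild-type plasmid and 472.1 ± 284 CPM (SD, n = 3) with the *kcs1*-S537A,S646A plasmid. The log2 fold change was 0.48 (standard error 0.36, adjusted *p* = 0.50 from edgeR). A 2-sided exact permutation test gave *p* = 0.8, where 0.1 is the smallest value that 3 samples against 3 allow. The 3 mutant samples differed among themselves, with 272.2, 796.7 and 347.4 CPM. Without mutant replicate 2, the log2 fold change was -0.13. Transcript levels of the plasmid marker *URA3* were 1779 ± 254 CPM (SD, n = 3) in wild type and 2849 ± 1658 CPM (SD, n = 3) in the mutant, with 4741 CPM in mutant replicate 2 and 1649 and 2156 CPM in the other mutant samples. The difference in *URA3* was within the spread between replicates (exact permutation test, 2-sided, *p* = 0.3). The other inositol phosphate pathway genes *VIP1*, *IPK1*, *ARG82* and *PLC1* had log2 fold changes between -0.16 and 0.22, with no adjusted *p*-value under 0.33.

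**Figure D1:**
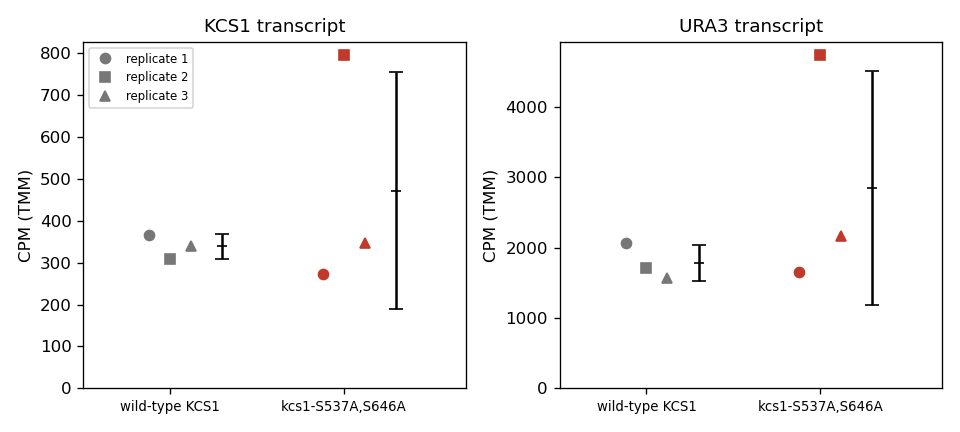
Transcript levels of *KCS1* and *URA3* in CPM (counts scaled to library size by TMM) in each of 3 wild-type and 3 *kcs1*-S537A,S646A samples, with the mean and SD of each strain in black. In both panels mutant replicate 2 lies above the other samples, at 796.7 CPM for *KCS1* and 4741 CPM for *URA3*.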

We cultured three biological replicates each of *kcs1*-S537A,S646A, and its parent strain with wild-type *KCS1* to steady-state in low-nitrogen media for RNA extraction and subsequent high-throughput sequencing. Results are presented in Figure 5, and quality/summary statistics are presented as Supporting Information (Figs. S3–S5).

**Figure 5:**
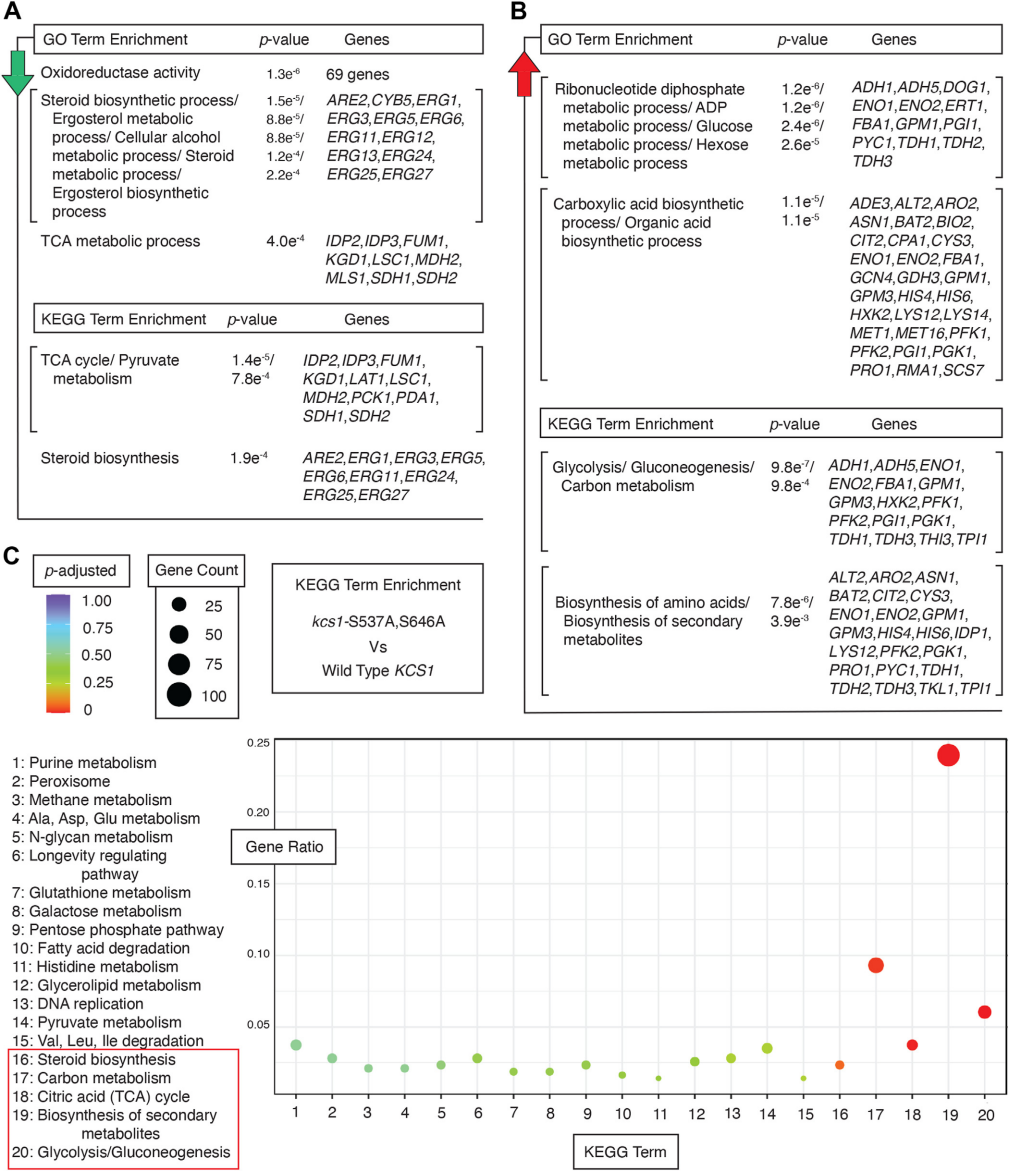
**Mutation of Kcs1 Ser 537 and Ser 646 affects an extensive transcriptional program.** GO terms and KEGG pathway terms enriched in the set of genes with differential transcript levels in *kcs1*-S537A,S646A are shown. For this analysis, genes were grouped into those exhibiting: *A*, decreased transcript levels in *kcs1*-S537A,S646A relative to wild type and *B*, those exhibiting increased levels. The *p*-value of the enrichment over a background gene set is indicated. *C*, *dot plot* presenting KEGG terms overrepresented among the genes differentially expressed in strains with *kcs1*-S537A,S646A *versus* strains with wild-type *KCS1*. KEGG terms are listed on the X-axis, with the key shown to the *left*. The Y-axis identifies the ratio of genes in the differential transcript dataset annotated with the indicated KEGG term as compared against genes annotated with the identical term in the genome as a whole. The size of the dot is proportional to the number of genes with the given KEGG term, and the Benjamini and Hochberg adjusted *p*-value of the enrichment is color-coded as shown.

As compared to the wild type, 1201 transcript levels are affected in the *kcs1*-S537A,S646A mutant, encompassing 500 transcripts with increased abundance and 701 transcripts with decreased levels. 

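In the counts of the 3 wild-type and 3 mutant samples, 344 of the 6083 genes tested had an adjusted *p*-value under 0.05 from edgeR. Of these, 60 transcripts were increased and 284 were decreased in *kcs1*-S537A,S646A. At an unadjusted *p*-value under 0.05, 1224 transcripts were affected, with 501 increased and 723 decreased. The log2 fold changes of the 344 genes ranged from -1.39 to 2.53. Their median size was 0.58, and 18 of the genes changed at least 2-fold. In each of the 344 genes, all 3 mutant values lay beyond all 3 wild-type values. This separation was found in 26.6% of all genes tested, where a random grouping gives 10%.
The largest increases were in YJL133C-A (log2 fold change 2.53), YKL068W-A (1.51), *BTN2* (1.17), *MUP3* (1.10) and *SSA2* (1.09). *SSA2* lies on chromosome XII from 95566 to 97485 and had 861.2 ± 83.4 CPM (SD, n = 3) in wild type and 1827 ± 107 CPM (SD, n = 3) in the mutant, with an adjusted *p*-value of 0.0041 from edgeR. The largest decreases were in YNL134C (log2 fold change -1.39), *JLP1* (-1.30), the tRNA gene *SUP53* (-1.25), *GOR1* (-1.19) and *TIS11* (-1.15). YNL134C lies on chromosome XIV from 372451 to 373581 and had 533.8 ± 77.0 CPM (SD, n = 3) in wild type and 204.2 ± 37.1 CPM (SD, n = 3) in the mutant, with an adjusted *p*-value of 0.0041 from edgeR. *GOR1* lies on chromosome XIV as well.
Chromosome XIV holds 6.69% of the genes tested and 82.0% of the decreased transcripts (233 of 284). None of the increased transcripts is encoded there, and 95.1% of its 407 genes tested had a log2 fold change below 0. The median log2 difference of its genes from the wild-type mean was -0.52, -0.54 and -0.53 in the 3 mutant samples, against -0.0091 to 0.0057 in the wild-type samples. In mutant replicate 1, the 131 genes tested on chromosome VI had a median of -0.95. For the other 14 nuclear chromosomes, the medians of the 6 samples lay between -0.017 and 0.086. Outside chromosomes XIV and VI, 110 transcripts were affected, 60 increased and 50 decreased. With the genes of both chromosomes removed before normalization, a choice made after the data were examined, 16 of 5544 genes had an adjusted *p*-value under 0.05, with 9 increased and 7 decreased, and 889 had an unadjusted *p*-value under 0.05. All 16 were among the 344.

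**Figure D2:**
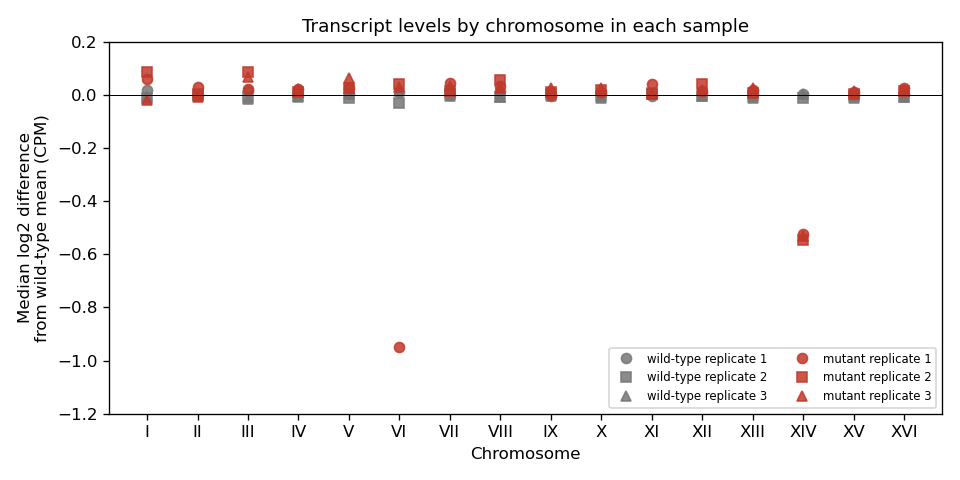
Median log2 difference of each chromosome's genes from the wild-type mean (CPM, normalized by TMM) in each of 3 wild-type and 3 *kcs1*-S537A,S646A samples. Chromosome XIV lies between -0.54 and -0.52 in the 3 mutant samples, and chromosome VI lies at -0.95 in mutant replicate 1.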

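Lists of pathway genes were tested as sets with camera from limma on log2 CPM, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 5 sets. The 27 genes of steroid biosynthesis had a median log2 fold change of -0.28, with 22 genes lower and 5 higher (adjusted *p* = 9.7e-06 from camera in limma). Their median differences from the wild-type mean were -0.68, -0.14 and -0.20 in mutant replicates 1, 2 and 3. The 32 genes of the TCA cycle and its connecting reactions had a median of -0.16, with 20 lower and 12 higher (adjusted *p* = 0.0030), and -0.17, -0.25 and -0.20 in the 3 mutant samples. The 284 genes described in the files as oxidoreductases, dehydrogenases, reductases or related enzymes had a median of -0.079, with 176 lower and 108 higher (adjusted *p* = 0.0055), and -0.12, -0.062 and -0.091 in the mutant samples. With the inter-gene correlation estimated from the data, which came to 0.67 for the steroid genes, 0.063 for the TCA cycle genes and 0.015 for the oxidoreductases, the adjusted *p*-values were 0.35, 0.18 and 0.18. Among the 284 decreased transcripts, 5 steroid genes were found where 1.26 are expected (Fisher's exact test, one-sided, against the 6083 genes tested, *p* = 0.0074). Fisher's exact test, one-sided, gave 3 TCA cycle genes against 1.49 expected (*p* = 0.19) and 19 oxidoreductase genes against 13.3 expected (*p* = 0.071). Among the 723 transcripts decreased at an unadjusted *p*-value under 0.05, the one-sided exact test gave 12 steroid genes against 3.21 expected (*p* = 2.3e-05), 13 TCA cycle genes against 3.80 (*p* = 3.4e-05) and 62 oxidoreductase genes against 33.8 (*p* = 8.3e-07). Of the genes found among the 284 decreased transcripts, 4 of the 5 steroid, 2 of the 3 TCA cycle and 13 of the 19 oxidoreductase genes lie on chromosome XIV. Transcripts of this chromosome were lower as a group in all 3 mutant samples. Among the 51 decreased transcripts of other chromosomes, the exact test gave 1 steroid gene against 0.23 expected (*p* = 0.20), 1 TCA cycle gene against 0.27 (*p* = 0.24) and 6 oxidoreductase genes against 2.38 (*p* = 0.030). It kept the full lists and all 6083 genes as background, although genes of chromosome XIV could not be among the 51. Its expected counts and *p*-values are therefore approximate. With the genes of chromosomes XIV and VI left out of the fit, a choice made after the data were examined, the sets of steroid, TCA cycle and oxidoreductase genes remained lower, with medians of -0.26, -0.12 and -0.081 (adjusted *p* = 1.2e-05, 0.0040 and 0.0012 from camera in limma). These *p*-values use the preset inter-gene correlation of 0.01. The estimated correlation, with which no set passed in the full fit, was not applied to this fit.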

The set of transcripts decreased in *kcs1*-S537A,S646A relative to wild type is notably enriched for genes annotated with Gene Ontology (GO) Biological Process terms of oxidoreductase activity, steroid biosynthetic processes, and the tricarboxylic acid (TCA) cycle (Fig. 5*A*). A similar set of genes involved in the TCA cycle and steroid biosynthesis were identified by enrichment analysis of KEGG terms for this gene set.

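Fig. 5A names 24 genes, 12 for steroid biosynthesis and 12 for the TCA cycle. All 24 had lower transcript levels in the mutant, with log2 fold changes from -0.97 to -0.17 for the steroid genes and from -0.74 to -0.25 for the TCA cycle genes. In edgeR, 7 of the 24 had an adjusted *p*-value under 0.05 over all genes tested, and 23 had an unadjusted *p*-value under 0.05. Adjusted within each list of 12, *p*-values were under 0.05 for 11 steroid genes and 12 TCA cycle genes, although the paper had selected these lists as decreased in the same samples. Of the 7 genes, 5 lie on chromosome XIV. *ERG24* (chromosome XIV, 109095 to 110411) had 312.4 ± 1.69 CPM (SD, n = 3) in wild type and 165.1 ± 30.9 CPM (SD, n = 3) in the mutant, a log2 fold change of -0.92 (standard error 0.14, adjusted *p* = 0.0090). *CYB5* (chromosome XIV, 416940 to 417302) had a log2 fold change of -0.97 (standard error 0.15, adjusted *p* = 0.011). For *ARE2* (chromosome XIV, 665339 to 667267) it was -0.47 (standard error 0.11, adjusted *p* = 0.045). *ERG5*, on chromosome XIII from 300869 to 302485, fell from 1359 ± 74.8 to 846.0 ± 172 CPM (SD, n = 3 each), a log2 fold change of -0.68 (standard error 0.16, adjusted *p* = 0.0495). Among the TCA cycle genes, *LAT1* (chromosome XIV, 491523 to 492971) fell from 496.2 ± 21.7 to 297.5 ± 20.2 CPM (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.094, adjusted *p* = 0.0055). The log2 fold change was -0.62 for *IDP3* (chromosome XIV, 614821 to 616083, adjusted *p* = 0.014). *PCK1*, on chromosome XI from 631152 to 632801, had 143.4 ± 18.1 CPM in wild type and 90.7 ± 10.7 CPM in the mutant (SD, n = 3 each), a log2 fold change of -0.66 (standard error 0.12, adjusted *p* = 0.020). With chromosomes XIV and VI left out, none of the remaining genes of Fig. 5A had an adjusted *p*-value under 0.05. The adjustment passes fewer genes without the small *p*-values of chromosome XIV, so this loss need not mean smaller changes in the remaining genes.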

The set of genes with increased transcript levels in the *kcs1*-S537A,S646A mutant relative to wild type is enriched for GO Biological Process terms associated with ADP and glucose metabolism (Fig. 5*B*). 

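The 13 genes that Fig. 5B lists under ADP and glucose metabolism all had higher transcript levels in the mutant, with log2 fold changes from 0.18 to 0.65, and none of them lies on chromosome XIV or VI. An unadjusted *p*-value under 0.05 was found for 10 of them in edgeR, and an adjusted one for 2. *TDH2* (chromosome X, 453683 to 454681), which encodes a glyceraldehyde-3-phosphate dehydrogenase, had 2447 ± 167 CPM (SD, n = 3) in wild type and 3697 ± 167 CPM (SD, n = 3) in the mutant, a log2 fold change of 0.60 (standard error 0.12, adjusted *p* = 0.030). The enolase gene *ENO2* (chromosome VIII, 451327 to 452640) rose from 3650 ± 196 to 5338 ± 207 CPM (SD, n = 3 each), a log2 fold change of 0.55 (standard error 0.13, adjusted *p* = 0.048). *ENO1* had a log2 fold change of 0.54 with an adjusted *p*-value of 0.090. With the genes of chromosomes XIV and VI left out of the fit, or with an offset per sample for these chromosomes, none of the 42 genes named in Fig. 5B had an adjusted *p*-value under 0.05. Outside both chromosomes, 879 genes had an unadjusted *p*-value under 0.05 from edgeR in the full fit and 889 in the fit without them. The median of the glycolysis and gluconeogenesis list was 0.27 in both fits. The loss of calls can therefore follow from the adjustment for multiple tests, without smaller changes in these genes.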

Genes encoding proteins functioning in carboxylic acid biosynthesis are also enriched in this dataset. 

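All 30 genes of the carboxylic acid group in Fig. 5B had higher transcript levels in the mutant, and in 25 of them the 3 mutant values lay above the 3 wild-type values. In edgeR, 26 had an unadjusted *p*-value under 0.05 and 5 an adjusted one, *ENO2* among them. *ALT2* (chromosome IV, 678241 to 679764) had 22.6 ± 1.01 CPM (SD, n = 3) in wild type and 31.2 ± 2.64 CPM (SD, n = 3) in the mutant, a log2 fold change of 0.46 (standard error 0.096, adjusted *p* = 0.032). The log2 fold changes of *HXK2*, *PRO1* and *ADE3* were 0.57, 0.39 and 0.38, with adjusted *p*-values of 0.041, 0.041 and 0.049. The largest change in this group was in *CIT2* (chromosome III, 120946 to 122328), with a log2 fold change of 2.28 (standard error 0.60, adjusted *p* = 0.077). Its transcript level was 2236 CPM in mutant replicate 1, 513.1 and 503.8 CPM in mutant replicates 2 and 3, and between 143.6 and 304.8 CPM in wild type.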

Similar terms from the KEGG database are associated with these genes, identifying processes of glycolysis, gluconeogenesis, and amino acid biosynthesis. 

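As a set, 31 genes of glycolysis and gluconeogenesis had a median log2 fold change of 0.27, with 26 genes higher and 5 lower (adjusted *p* = 1.4e-05 from camera in limma). The median difference from the wild-type mean was above 0 in all 3 mutant samples, at 0.17, 0.24 and 0.41. Of the genes in this set, 3 were called increased and 1 decreased in edgeR. The smallest adjusted *p*-value of the set, 0.020 from edgeR, was that of *PCK1*, with a log2 fold change of -0.66. The set does not separate genes of glycolysis from those of gluconeogenesis, so its median does not show a rise of both. The 77 amino acid biosynthesis genes had a median log2 fold change of 0.15, with 59 higher and 18 lower (adjusted *p* = 0.0085 from camera in limma), and their medians in the 3 mutant samples were 0.41, -0.15 and 0.12. Without mutant replicate 1, the median log2 fold change of the amino acid genes was -0.0068 (adjusted *p* = 0.69). With the inter-gene correlation estimated from the data, at 0.14 and 0.47, the adjusted *p*-values were 0.18 for glycolysis and gluconeogenesis and 0.59 for amino acid biosynthesis. Among the 60 increased transcripts, 3 glycolysis and gluconeogenesis genes were found where 0.31 are expected (one-sided Fisher's exact test, *p* = 0.0034) and 2 amino acid biosynthesis genes where 0.76 are expected (*p* = 0.18). Among the 501 transcripts increased at an unadjusted *p*-value under 0.05, the exact test gave 14 against 2.55 (*p* = 4.0e-08) and 8 against 6.34 (*p* = 0.30). Of the 16 glycolysis genes and the 23 amino acid genes that Fig. 5B names for these KEGG terms, all were higher in the mutant, and 2 and 4 of them had an adjusted *p*-value under 0.05. The lists share genes, among them *ENO1*, *ENO2*, *PFK2* and *PGK1*, and *ENO2* is among the called genes of both. The called genes of the amino acid list also include *TDH2*. The counts for the lists are therefore not independent of each other. The paper's Discussion states that an extensive transcriptional program is perturbed in the mutant, with genes of steroid biosynthesis, the TCA cycle, glycolysis and gluconeogenesis.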

The total set of genes altered in *kcs1*-S537A,S646A is enriched for KEGG terms presented as a dot plot in Figure 5*C*. Terms with significantly low adjusted *p*-values are boxed. Additional gene enrichment analyses of these data sets for GO biological process and molecular function terms are provided in Figs. S6 and S7.

### Growth of kcs1-S537A,S646A is affected on sucrose-containing media containing antimycin A

Snf1 is activated under conditions of glucose limitation, and *SNF1* is required for the adaptation of yeast cells to growth on media with a non-fermentable carbon source (13). Yeast strains grown on carbon sources that do not support fermentation typically derepress a suite of genes, including TCA cycle genes and other genes involved in aerobic respiration. This activated gene set can enable yeast cells grown on non-fermentable sucrose to acquire more robust respiratory systems than genetically identical cells grown on glucose, potentially masking *snf1*-associated phenotypes (13, 88). Phenotypes stemming from defective Snf1 signaling can, therefore, be effectively scored on glucose-limited or non-fermentable media under anaerobic conditions (88). To consider sucrose fermentation phenotypes for *kcs1*-S537A,S646A, we spotted serial dilutions of the *kcs1*-S537A,S646A mutant and a control culture with wild-type *KCS1* on media with sucrose as a carbon source supplemented with the electron transport chain inhibitor antimycin A. As indicated in Figure 6*A*, the *kcs1*-S537A,S646A mutant exhibited a moderate growth defect under these conditions. Strains deleted for *SNF1* do not exhibit a growth defect on media with normal levels of glucose; however, Snf1 signaling is important for yeast cell growth as glucose levels become limiting. Here, we assessed the growth rate of strains with wild-type *KCS1 versus* strains carrying the *kcs1*-S537A,S646A mutation. In liquid culture, the growth rate of these strains in standard glucose-containing media did not differ significantly at 14 h post inoculation; the rate of change of growth was low for both strains. At 24 h, the growth rate of both strains had increased, but the rate of change in growth for the *kcs1*-S537A,S646A strain was significantly less than the rate observed for the strain with wild type *KCS1* (Fig. 6*B*). At 14 h, glucose levels in the wild-type and *kcs1-*S537A,S646A cultures were roughly 82% and 94%, respectively, of levels observed initially upon inoculation. At 24 h, glucose levels had dropped to approximately 57% and 49% of starting levels in the strain with wild-type *KCS1* and *kcs1*-S537A,S646A, respectively (Fig. 6*B*).

**Figure 6:**
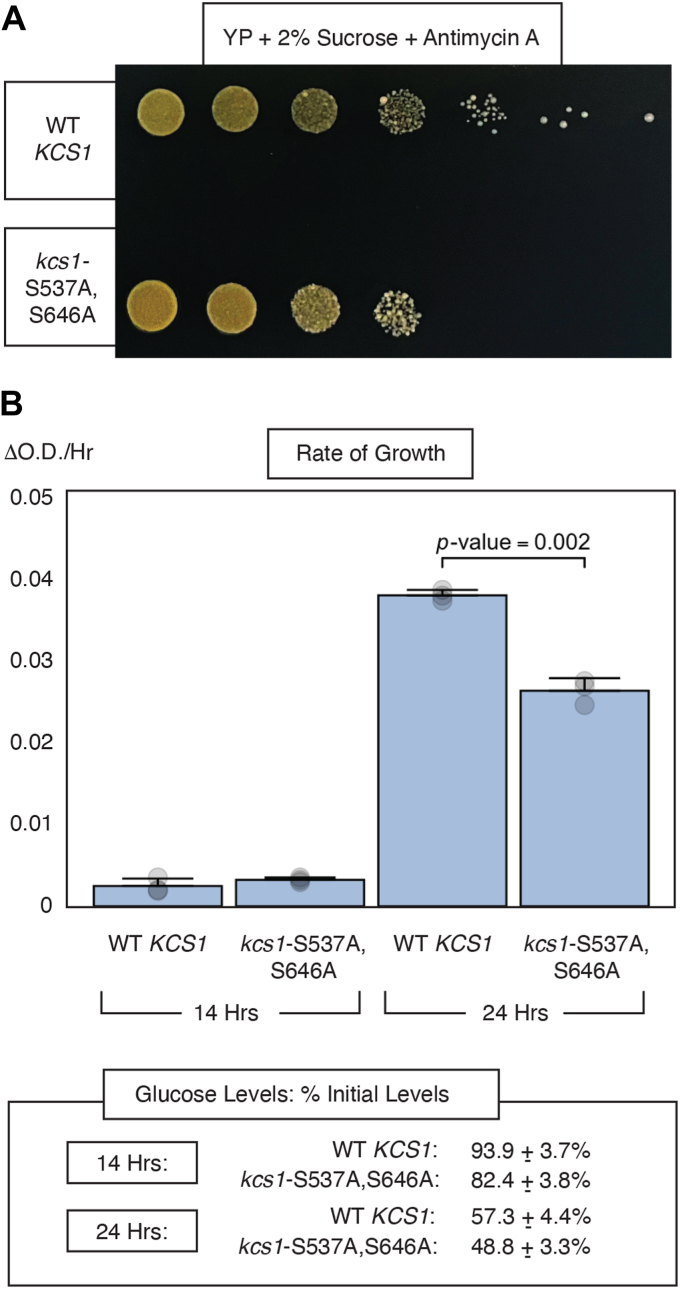
**Growth in sucrose is affected by mutation of Ser 537 and Ser 646 in Kcs1.***A*, cultures with wild-type *KCS1* and *kcs1-*S537A,S646A were grown overnight in normal media, and three-fold serial dilutions of the cultures were subsequently spotted onto plates with YP medium containing sucrose and antimycin A. Plates were imaged after 3 days growth at 30 °C, and a representative image is shown here. *Top row*: wild-type *KCS1*; *bottom row*: *kcs1*-S537A,S646A. *B*, the bar graph indicates rate of growth for strains with wild-type *KCS1* and the *kcs1*-S537A,S646A mutant at 14 h and 24 h post inoculation in standard SC -Ura media with 2% glucose. Data are presented as mean rate of growth (n = 3) with error bars of one standard deviation. Individual data points are included, and the *p*-value was determined by student’s *t* test. Glucose levels are shown as a mean percentage of starting glucose concentration with an error of one standard deviation. Little additional growth of either strain was observed after 24 h post inoculation.

## Discussion

Here, we address the regulation of InsP signaling by Snf1/AMPK and the phenotypic effects of this relationship. The inositol pyrophosphate kinase Kcs1 is phosphorylated in a Snf1-dependent manner *in vivo* at Ser 537 and Ser 646. Kcs1 is phosphorylated *in vitro* by the Snf1 kinase complex, principally at the same serine residues. These Snf1-dependent phosphorylation sites are required for wild-type levels of pyrophopshorylated InsP_7_, with levels elevated in a *kcs1* mutant encoding alanine at Ser 537 and Ser 646. Pseudohyphal filamentation is decreased in *kcs1*-S537A,S646A, with corresponding decreases in cell elongation and invasive growth. An extensive transcriptional program is perturbed in the *kcs1*-S537A,S646A mutant, encompassing genes involved in steroid biosynthesis, glycolysis, gluconeogenesis, and the TCA cycle. Growth of *kcs1*-S537A,S646A is decreased relative to wild type on non-fermentable media with sucrose and the electron transport chain inhibitor antimycin A.

These data identify Kcs1 as a substrate and effector of Snf1/AMPK signaling. In regards to the latter point, *kcs1*-S537A,S646A phenotypes resemble *snf1* loss-of-function phenotypes, as would be expected for a gene acting downstream of *SNF1*. It is notable that *kcs1*-S537A,S646A phenotypes are predominantly less severe than those seen in *snf1*Δ/Δ. Pseudohyphal filamentation is diminished in *kcs1*-S537A,S646A, but not completely lost as it is for a *snf1*Δ/Δ mutant in a filamentous background. The growth of *kcs1*-S537A,S646A is affected on media with sucrose and antimycin A, but not to the degree observed in previously published work for *snf1*Δ/Δ (23). 

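Transcript levels of 14 genes of the Snf1 network that the paper names were compared between the wild-type and *kcs1*-S537A,S646A strains in low-nitrogen medium. They comprise subunits of the kinase (*SNF1*, *SNF4*, *SIP1*, *SIP2*, *GAL83*), its activating kinases (*SAK1*, *ELM1*, *TOS3*), transcription factors under its control (*CAT8*, *SIP4*, *MIG1*, *NRG1*, *NRG2*) and *FLO11*, which the files list as *MUC1*. None had an adjusted *p*-value under 0.05 in edgeR, and 3 had an unadjusted one. These 3 were lower in the mutant, with log2 fold changes of -0.26 for *SNF4* (adjusted *p* = 0.083), -0.27 for *CAT8* (adjusted *p* = 0.15) and -0.40 for *NRG2* (adjusted *p* = 0.22). The level of *SNF1* itself was 127.4 ± 7.60 CPM (SD, n = 3) in wild type and 119.2 ± 17.9 CPM (SD, n = 3) in the mutant, a log2 fold change of -0.096 that lay within the spread between replicates. *FLO11* transcripts were at 7.19 ± 0.64 CPM (SD, n = 3) in wild type and 5.89 ± 0.31 CPM (SD, n = 3) in the mutant, with a log2 fold change of -0.29 (adjusted *p* = 0.32 from edgeR).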

A partially overlapping set of genes is differentially expressed between the *snf1*Δ/Δ and *kcs1*-S537A,S646A mutants: of 59 regulatory or transport-related genes differentially expressed in *snf1*Δ cells (31, 89), 22 were also differentially expressed in the *kcs1*-S537A,S646A mutant. The Snf1 signaling network is extensive; many Snf1 signaling outputs are necessary to regulate catabolism and glucose derepression. Our data indicate that Snf1-mediated phosphorylation of Kcs1 is one newly identified mechanism in a regulatory network through which Snf1 signaling is accomplished.

The identification of Snf1-mediated phosphorylation of Kcs1 addresses a mechanistic gap in understanding the upstream regulatory pathways that control InsP biosynthesis and signaling. InsP_7_ levels are elevated in a *snf1*Δ/Δ strain, and we also observe elevated InsP_7_ levels in *kcs1*-S537A,S646A. The regulatory relationship between AMPK and InsP signaling, however, is complex and extends beyond the AMPK-dependent phosphorylation of Kcs1. In hypothalamic lysates of mouse brain, glucose availability results in the phosphorylation of inositol polyphosphate multikinase (IPMK), the metazoan ortholog of yeast Arg82, and its binding to AMPK; this binding inhibits AMPK phosphorylation and decreases AMPK catalytic activity (74). Metazoan *IP6K1* is orthologous to yeast *KCS1*. IP6K1 is reportedly antagonistic to AMPK, as overexpression of *IP6K1* in HEK293 cells decreases phosphorylation and activity of AMPK (90). From *in vitro* studies, InsP_6_, a substrate of IP6K1, stimulates phosphorylation of AMPK by the upstream AMPK-activating Liver Kinase B1 (LKB1) (90). IP6K1 converts InsP_6_ to InsP_7_, potentially neutralizing InsP_6_-mediated AMPK activation through LKB1. Conversely, InsP signaling can stimulate AMPK activation under conditions of extreme stress. Data suggest that in mouse embryonic fibroblast cells grown in low glucose followed by treatment with the AMPK activator and the adenosine analog AICAR, which collectively mimics extreme stress, LKB1 is phosphorylated, exits the nucleus, and activates AMPK (91). Thus, several lines of evidence indicate that InsP signaling regulates AMPK activity in response to the nutritional state of the cell. The data here identify a mechanism whereby AMPK regulates InsP levels and particularly the levels of inositol pyrophosphate InsP_7_. The results highlight a bidirectional regulatory relationship between AMPK and InsP signaling, with IPMK inhibiting AMPK under conditions of glucose availability and Snf1 phosphorylating Kcs1 under conditions of nutrient limitation.

InsP_6_ kinase functionality is conserved in eukaryotes from yeast to humans; however, the sequences of these proteins vary dramatically. Yeast Kcs1 is 1050 amino acids in length, while human *IP6K* genes encode proteins from 410 (IP6K3) to 441 amino acids (IP6K1). IP6K1 protein in mice is 433 amino acids in length, and the *Drosophila melanogaster* ortholog IP6K-PB is 672 amino acids. Consequently, there is little conservation of primary sequence blocks in Kcs1 orthologs readily observable from amino acid alignment outside of the kinase domain (roughly amino acids 759–956 in Kcs1). A diagram of Kcs1 protein domains and the relative locations of Ser 537 and 646 phosphorylation sites is provided in Fig. S1*A*. Both the Ser 537 and 646 phosphorylation sites are conserved across sequenced non-filamentous and filamentous *S. cerevisiae* strains.

The Kcs1 Ser 537 and 646 phosphorylation sites are required for pseudohyphal growth, with Snf1p-mediated phosphorylation of Kcs1 potentially regulating signaling through several avenues. Pyrophosphorylated InsPs can bind target proteins for allosteric regulation of activity (92, 93, 94). Wu and colleagues (73) used chemical analogs of InsP_6_ and InsP_7_ as affinity reagents to identify binding substrates; however, proteins providing a clear link to pseudohyphal growth were not apparent in the set of identified targets. InsP_7_ species have been found to pyrophosphorylate target proteins independent of InsP kinase activity (95, 96). Additionally, InsP species can modulate transcription through chromatin remodeling, as the Arg82 InsP kinase is required for wild-type activity of the SWI/SNF and INO80 chromatin remodeling complexes (97). Beon *et al.* (98) found that mammalian IPMK directly binds to the SWI/SNF complex components SMARCB1, BRG1, and SMARCC1, affecting promoter targeting and downstream processes in mouse embryonic stem cells.

Kcs1 is an extensively phosphorylated protein (78, 79), and additional upstream signaling pathways may regulate Kcs1 activity. As indicated in Figure 1*B*, residual phosphorylation of Ser 646 is present in a strain with a kinase-defective allele of *SNF1*, supporting the notion that additional signaling systems may act on Kcs1. Fig. S1*B* indicates the results of predictive tools for the identification of matched kinase substrate consensus motifs and phosphorylated residues, and the analysis is consistent with mass spectrometry data showing the phosphorylation of many residues in Kcs1. Certainly, pyrophosphorylated InsP species are critical signaling messengers in the response to cellular nutrient and energy status, and, as such, multiple nutrient-responsive signaling networks likely act to control the respective levels of InsP species in the inositol polyphosphate biosynthesis pathway. In this context, this work is a step towards understanding the upstream signaling network feeding into InsP signaling, identifying the Kcs1 InsP kinase as an AMPK signaling substrate and a regulatory node coordinating processes of cell metabolism and growth with cell energetics and nutrient availability.

## Experimental procedures

### Yeast strains, plasmids, and culture conditions

Yeast strains (Table S1) and plasmids (Table S2) used in this study are indicated. Yeast strains are derived from the filamentous Σ1278b genetic background (34, 99). Yeast cells were cultured according to standard protocols (100) as described. We prepared low-nitrogen synthetic low-ammonia dextrose (SLAD) media as follows: 0.17% yeast nitrogen base without amino acids and without ammonium sulfate, 2% glucose, 50 μM ammonium sulfate, and appropriate amino acids to complement auxotrophy. YPD media contained 2% peptone, 1% yeast extract, 2% glucose, and 2% agar, as needed. SC media and derivatives were purchased from Sunrise Science Products. The formulation for SC media is as follows: 0.67% yeast nitrogen base, 2% glucose, 0.5% ammonium sulfate (normal nitrogen levels) or 50 μM ammonium sulfate (low nitrogen levels), 0.2% of the appropriate amino acid dropout mix, and 2% agar as needed. For inositol polyphosphate profiling, yeast cultures were grown in media lacking inositol (0.17% yeast nitrogen base without amino acids, ammonium sulfate, and inositol; 2% glucose; 0.5% ammonium sulfate; and appropriate amino acids) or in SLAD-inositol media (0.17% yeast nitrogen base without amino acids, ammonium sulfate, and inositol; 2% glucose; 50 μM ammonium sulfate; and required amino acids).

### Mass spectrometry of Snf1-dependent Kcs1 phosphorylation

Mass spectrometry was performed largely as described previously (51) through the University of Michigan Proteomics Resource Facility. For Stable Isotope Labeling by Amino Acids in Culture (SILAC), yeast strains with deletions of *ARG4* and *LYS1* were used, enabling auxotrophies for the uptake of arginine and lysine amino acids with different stable isotopes of carbon, nitrogen, and/or hydrogen (deuterium) (Cambridge Isotope Laboratories, Inc). Strains were cultured in triplicate under indicated growth conditions with the light (natural) versions of L-lysine and L-arginine used to label wild-type yeast and heavy (Lys-8/Arg-10) L-lysine and L-arginine labeling the *snf1* kinase-dead allele strain. For the analysis of phosphorylation under conditions of low nitrogen, light lysine, and arginine were incorporated into media with normal levels of nitrogen, and heavy lysine and arginine were incorporated into low-nitrogen media. To achieve sufficient labeling, strains were cultured overnight, diluted in SILAC media, and incubated at 30 °C for approximately 10 doublings. Labeled cultures were pelleted and frozen prior to protein extraction using a bead beater and lysis buffer (50 mM Tris buffer [pH 8.2], 8 M urea, protease inhibitors [Roche], and phosphatase inhibitors). Protein samples were digested with trypsin at 37 °C overnight. Peptide mixtures were separated by strong cation exchange into fractions, and the fractions were enriched for phosphopeptides using zirconium dioxide (ZrO_2_)-based columns. The ZrO_2_ eluate and the flow-through of each strong cation exchange column were analyzed by nanoLC-tandem mass spectrometry. Samples were separated using a column for introduction *via* an electrospray device to an LTQ-Orbitrap XL hybrid-type mass spectrometer. The resulting data were quantified using Maxquant and the Mascot search engine. Yeast open reading frames from the *Saccharomyces* Genome Database were used for peptide identification.

### Expression and purification of Kcs1 fragments

PCR products encoding amino acids 1 to 250, amino acids 509 to 780 and amino acids 755 to 1050 of Kcs1 were cloned into vector pMAL-C2. The PCR product encoding Kcs1 amino acids 244 to 556 was cloned into pGEX-4T. Proteins were expressed as maltose binding protein (MBP) or glutathione S-transferase (GST) fusions, with a sequence encoding the MBP- and GST-tags fused immediately upstream of the *KCS1* sequence. Kcs1 fusion proteins with GST or MBP at the amino terminus were purified with amylose or glutathione agarose beads. The GST-Mig1 fusion protein was purified similarly.

### Purification of active Snf1 kinase complex

*E. coli* expressing activated Snf1 complexes was a kind gift from Martin C. Schmidt (University of Pittsburgh) (84). 100 ml of log-phase cells grown in 2× yeast extract tryptone glucose (YPD) medium was induced for 3 h by the addition of 0.4 mM IPTG. Cells were pelleted and resuspended in 10 ml of 25 mM Tris-HCl, 200 mM NaCl, 10 mM imidazole, 5 mM β-mercaptoethanol with Roche protease inhibitors and 0.5 mM PMSF, pH 7.4. Lysozyme was added at 1 mg/ml on ice for 20 min followed by sonication. Lysates were centrifuged for 10 min at 12,000*g*, and 200 μl of washed Talon beads were added to the supernatant for 1 h with rocking at 4 °C. The beads were then washed three times with 1 ml lysis buffer, and Snf1 complexes were eluted with 200 mM imidazole in 0.5 ml of lysis buffer. 50% glycerol was added to the eluate prior to storage at −20 °C.

### *In vitro* kinase assays

Kinase assays were performed in 20 μl volumes of buffer containing 20 mM HEPES, 100 mM NaCl, 5 mM MgCl_2_, and 1 mM DTT, with approximately 2 μg of fusion protein substrates and 3 μl of purified Snf1 kinase complex. Reactions were initiated by the addition of ^32^P-ATP (final concentration of 1 μM, 0.1 μCi) and incubated for 30 min at room temperature. For mass spectrometry, reactions were performed as described except that 4 μg of Kcs1 fragment 3 (encoding AA 509–780) was added plus or minus 1 mM cold ATP. Mass spectrometry was performed at the University of Michigan Proteomics and Peptide Synthesis core.

### Inositol polyphosphate profiling

Analysis of InsP levels was conducted as described previously (55, 101) with modifications. Yeast cultures (5 ml) were grown overnight with shaking (250 rpm) at 30 °C until fully saturated (roughly 32–48 h). Subsequently 5 μl of the saturated culture was added to 5 ml of growth media lacking inositol. The media was supplemented with 25 μl of *myo*[1,2-^3^H] inositol 1 mCi/ml 30 Ci/mmol (American Radiolabeled Chemicals, Inc, catalog number ART261A), and we achieved inositol radiolabeling by growing the culture with shaking (250 rpm) to an OD_600_ of 0.9 (roughly 24 h). Cells were harvested, washed with water, and the resulting cell pellet was suspended in low-nitrogen media lacking inositol. The culture was grown for three cell doublings at 30 °C with shaking at 250 rpm. Cells were harvested and frozen at −80 °C for later use. InsPs were extracted by suspending the thawed pellet in 300 μl of 1M perchloric acid with 3 mM EDTA; the suspension was treated in a bead beater for 5 min at 4 °C. Samples were centrifuged, and the resulting supernatant was retained and neutralized with the addition of 1M potassium carbonate and 3 mM EDTA to achieve a roughly neutral pH of 6.0 to 8.0. The mixture was incubated on ice for 2 h. Subsequently, the mixture was centrifuged, and the supernatant was analyzed by HPLC using a 5 μm SAX cartridge column (125 × 4.6 mm). InsPs were eluted from the column with a gradient from mixing buffer A (1 mM EDTA) and buffer B (1.3 M (NH_4_)_2_HPO_4_, 1 mM EDTA, pH 3.8). The gradient was as follows: 0 to 5 min with 0% buffer B (100% buffer A); 5 to 10 min with 0 to 10% buffer B; 10 to 90 min with 10 to 100% buffer B; 90 to 100 min with 100% buffer B; 100 to 101 min with 0% buffer B (100% buffer A); 101 to 110 min with 0% buffer B (100% buffer A). The gradient was run at a flow rate of 1 ml/min, and 1 ml fractions were collected every minute for the first 90 min. Each fraction was mixed with 4 ml of Ultima-Flo AP liquid scintillation cocktail (Revvity Life Science and Diagnostics, Inc), and radiolabel was quantified using a scintillation counter (File S2). InsP_7_ levels were calculated as the area under a peak above background for relevant fractions, and data were normalized by subtracting the lowest radiolabel count value for the fractions. InsP_7_ values are indicated as the mean with error bars indicating one standard deviation. Comparative significance was determined by student’s *t* test.

### Filamentous growth assays

Surface-spread filamentation, invasive growth, and cell morphology were assayed according to standard protocols (34, 37, 102, 103). Surface filamentation and invasive growth were imaged and quantified using Image J (104) as described previously (55, 103, 105). To assess surface-spread filamentation, yeast cultures were incubated on a solid SC-Ura medium with low levels of ammonium sulfate at a density of roughly 50 colonies per plate. Growth plates were cultured at 30 °C until wild-type colonies exhibited surface-spread pseudohyphal filaments. We quantified the degree of surface filamentation using Image J. For these studies, we determined the circumference of a defined area of a colony, encompassing pseudohyphal filaments at the periphery of the colony, and compare this value against the circumference of the same defined area of a wild-type colony. The degree of surface filamentation is calculated relative to wild-type (set as 100%) from five independent colonies on multiple plates streaked with biological replicates of the starting culture. To determine agar invasion, we spotted a 5 μl aliquot of the culture to be tested onto a plate with standard growth medium (normal levels of nitrogen) for incubation at 30 °C until the cultures exhibit dense growth (roughly 4–5 days). Plates were photographed, and the agar surface was washed under a gentle stream of water to remove non-invasive cells. We subsequently photographed the washed plate and used Image J to quantify the degree of invasive growth as mean pixel intensity of the washed spot relative to the corresponding mean pixel intensity of the unwashed spotted culture. Identical areas were used for each pixel calculation, and we assayed spots from three biological replicate cultures for each tested strain. Values are presented as a percentage of wild-type invasion with standard deviation indicated. To determine cell morphology and cell-cell adhesion, liquid cultures of the yeast strains were grown in low-nitrogen media. Cells were cultured for approximately 24 h at 30 °C with shaking at 250 rpm. After incubation, cells were imaged by differential interference contrast microscopy. We subsequently measured length:width dimensions for 150 cells from each culture, and the experiment was repeated with three biological replicate cultures for each strain tested.

### Transcriptional profiling

We inoculated three single colonies each of a control strain (SSY128: *kcs1*Δ/Δ with pRS416-*KCS1*) and *kcs1* phosphodefective strain (SSY146: *kcs1*Δ/Δ with pRS416-*kcs1*-S537A,S646A) in 5 ml of SC -Ura media at 30 °C with shaking (250 rpm). Cultures were grown to saturation and were subsequently diluted in 50 ml of low-nitrogen media to an absorbance (optical density at 600 nm) of 0.05. Cultures were grown at 30 °C with shaking for roughly 18 to 20 h to an optical density of approximately 0.5 at 600 nm. We subsequently harvested cells from each culture and stored the cell pellets at −80 °C. We isolated RNA from the frozen pellets using the RiboPure Yeast Kit (Thermo Fisher Scientific). RNA samples were treated with DNase, and RNA concentrations were determined using the NanoDrop microvolume spectrophotometer.

RNA quality control, sequencing, and analysis were performed by Novogene. RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Libraries were prepared for sequencing as follows. Poly(A)-mRNA was purified from total RNA using poly(T) oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in the First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was performed using DNA Pol I and RNase H. Remaining overhangs were converted into blunt ends through exonuclease/polymerase activities. The 3′-ends of DNA fragments were adenylated, and adapter sequences with hairpin loops were ligated to the DNA. cDNA fragments of roughly 370 to 420 bp were preferentially selected using the AMPure XP system (Beckman Coulter). PCR was performed using Phusion High-Fidelity DNA Polymerase, universal PCR primers, and Index (X) primers. PCR products were purified, and library quality was assessed using the Agilent Bioanalyzer 2100 system.

Index-coded samples were clustered on a cBot Cluster Generation System using the TruSeq PE Cluster kit V3-cBot-HS according to manufacturer instructions. The library preparations were sequenced on an Illumina Novaseq platform for 150-bp paired-end reads. Raw data reads of fastq format were processed through in-house perl scripts (Novagene) to remove reads with adapter sequences and low-quality sequences. Reads were subsequently mapped to the yeast genome using hisat v2.0.5 (Novogene). Transcript levels were quantified per gene using featureCounts v1.5.0-p3, and the expected number of fragments per kilobase of transcript per million bp sequenced (FPKM) was calculated to estimate gene expression levels. Differential expression between samples was determined using the DESeq2 R package (1.20.0). The resulting *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *p* value ≥0.05 by analysis with DSeq2 were considered to be differentially expressed.

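With the Wald test of DESeq2 1.42.0, its own size factors and its independent filtering, 579 genes had an adjusted *p*-value under 0.05, of which 159 were increased and 420 decreased. All 344 genes found with edgeR were among them. Of the 420 decreased transcripts, 292 are encoded on chromosome XIV. Of the genes named in Fig. 5, 16 of 24 in Fig. 5A and 20 of 42 in Fig. 5B had an adjusted *p*-value under 0.05 in DESeq2. On simulated counts for 6083 genes with 200 changed genes, edgeR called 204 genes, of which 18 were false, and DESeq2 called 230, of which 44 were false. The simulated changes were at least 2-fold, a size that only 18 of the 344 genes reached in the data. The simulated counts were drawn with edgeR's own dispersion estimates, so they do not rank the 2 tests on the real counts.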

Gene Ontology (GO) enrichment was assessed using the clusterProfiler R package, and GO terms with a corrected *p*-value of < 0.05 were selected as being significantly enriched. The clusterProfiler R package was also used to identify statistically enriched gene sets from pathway data in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Enrichment of gene sets in the data was further considered by Gene Set Enrichment Analysis (GSEA) using a publicly available version of the GSEA software from the Broad Institute with GO and KEGG datasets.

### Kcs1-S537A,S646A growth phenotypes

Growth defects associated with inhibited *snf1* function were assessed by growing wild-type and mutant strains on YP media (2% yeast extract, 1% peptone, and 2% agar) with 2% sucrose and antimycin A to a final concentration of 1 μg/ml. Growth rates for yeast strains were determined on SC-Ura media with 2% glucose as a carbon source for 24 h incubation at 30° C with shaking. Growth rates of *kcs1* deletion strains carrying wild-type *KCS1* and the *kcs1-*S537A,S646A mutant were calculated as the slope (increase in culture optical density over time) from the previous time point. Mean growth rate was calculated from triplicate biological replicates, and the error bar indicates one standard deviation. Glucose levels in liquid cultures were measured using the Glucose-Glo assay kit (Promega). Glucose levels are shown as a mean percentage of starting glucose concentration with error bars indicating one standard deviation.

## Data availability

Study data are available in supporting information. Transcription profiling data are available in the Gene Expression Omnibus (accession number GSE246711).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: The yeast AMP-activated protein kinase Snf1 phosphorylates the inositol polyphosphate kinase Kcs1
**Source:** J Biol Chem. 2024 Jan 13;300(2):105657. doi: 10.1016/j.jbc.2024.105657
**Supplement:** Supporting information

The yeast AMP-activated protein kinase Snf1 phosphorylates the inositol polyphosphate kinase Kcs1

Sham Sunder, Joshua S. Bauman, Stuart J. Decker, Alexandra R. Lifton, and Anuj Kumar

Anuj Kumar, Professor, Department of Molecular, Cellular, and Developmental Biology, University of Michigan, 3210 Biological Sciences Building, 1105 N. University Avenue, Ann Arbor, MI 48109

**Supporting Information includes:**

Figure S1 to Figure S7

Table S1. List of strains used in this study

Table S2. List of plasmids used in this study

File S1. Excel spreadsheet of Kcs1 phosphorylation in filamentous  $\Sigma$ 1278b under conditions of low nitrogen (.xlsx)

File S2. Excel spreadsheet of inositol polyphosphate profiles for filamentous yeast  $\Sigma$ 1278b carrying wild-type *KCS1* or *kcs1*-S537A,S646A under conditions of low nitrogen (.xlsx)

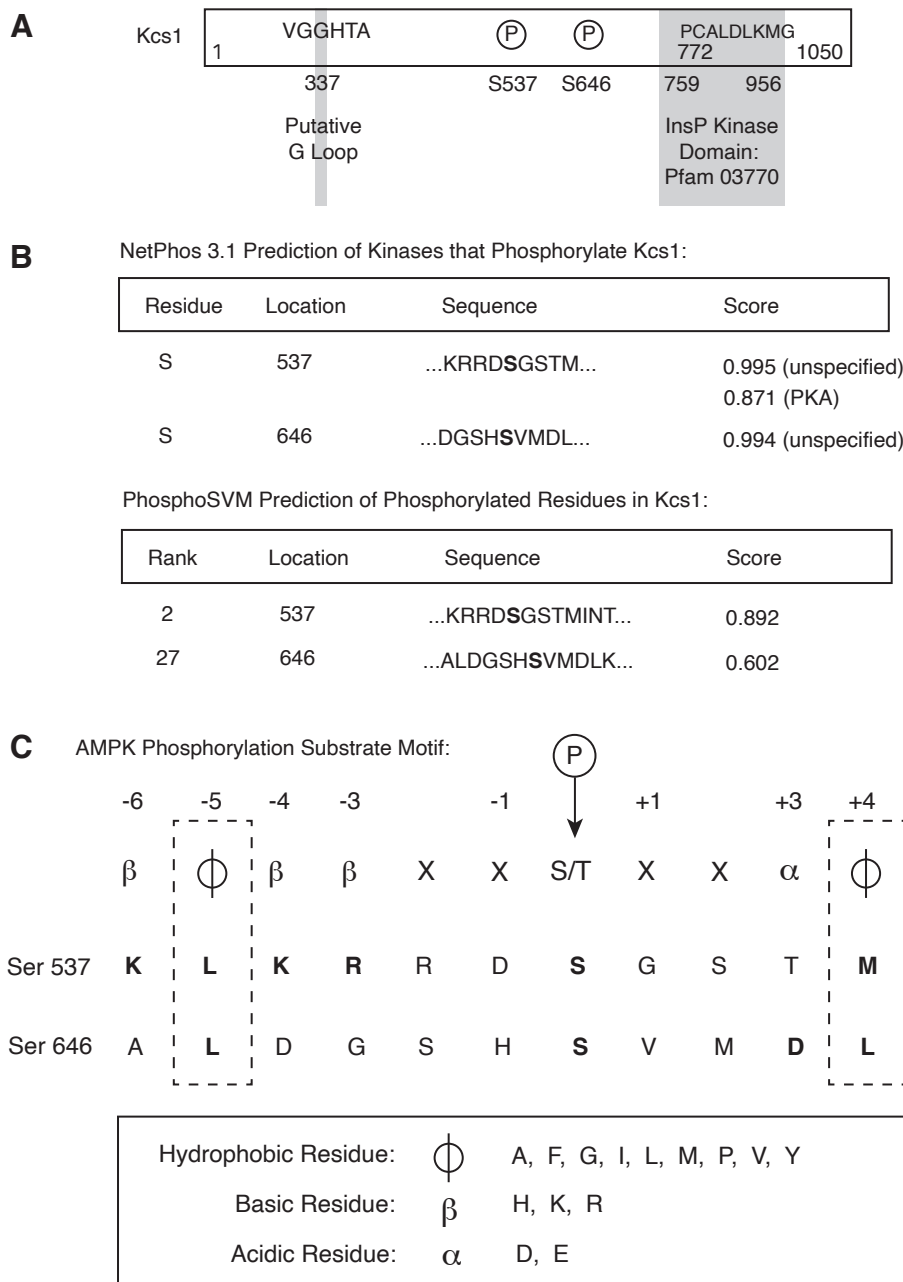

**Figure S1. The Kcs1p Ser 537 and Ser 646 phosphorylation sites.** *A*, A diagram of Kcs1 is shown, with its putative G loop and inositol kinase domain indicated. *B*, We analyzed the Kcs1 sequence for kinase substrate motifs using the server NetPhos 3.1. Results are shown for Ser 537 and 646. The strength of the score increases as it approaches 1. The AMPK consensus motif is not incorporated in NetPhos 3.1. Both residues are predicted to be phosphorylated by an unspecified kinase, with S537 as a possible PKA substrate as well. The online phosphorylation site prediction tool PhosphoSVM was used to predict phosphorylation sites in Kcs1. Both Ser 537 and 646 were predicted as phosphorylated residues; the server predicts phosphorylation sites without predicting a kinase responsible for the phosphorylation. Location indicates the amino acid position of the predicted phosphorylation site, and the strength of the prediction increases as the score approaches 1. *C*, The consensus AMPK phosphorylation substrate motif is indicated with hydrophobic amino acids, basic amino acids, and acidic residues indicated. Sequences flanking Kcs1 Ser 537 and Ser 646 are shown, and matching amino acids are shown in bold. The key hydrophobic residues conserved at the -5 and +4 positions are boxed in dashed lines. L or M is typically found at the -5 position, and L is typically observed at the +4 position, although I, M, V, or F has also been observed in AMPK substrates. The other positions indicated in the consensus motif are less stringently conserved.

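In the S288C reference genome (build R64), *KCS1* has 1 exon and encodes a protein of 1050 amino acids. The codon of Ser 537 is TCT at positions 480657 to 480659 of chromosome IV, on the minus strand. The 21 bases of coding strand centred on it are AGACGCGATTCTGGGTCCACC, and the residues around the serine are LKRRDSGSTMI. The codon of Ser 646 is TCA at positions 480330 to 480332, within GGCTCGCATTCAGTAATGGAT, and the residues around it are LDGSHSVMDLK. The strains of the study are of the Σ1278b background, and the sequences given are those of the reference strain.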

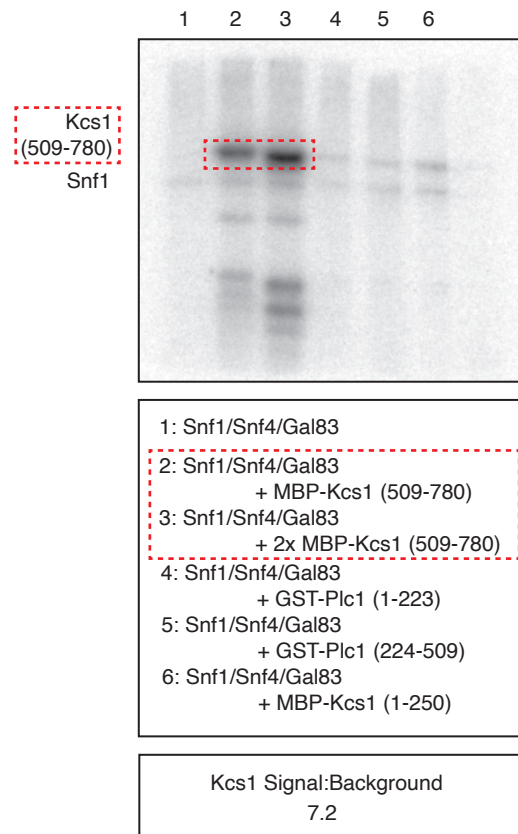

**Figure S2. Purified Snf1 kinase complex phosphorylates Kcs1.** Results from *in vitro* kinase assays are shown, indicating selective Snf1 phosphorylation of Kcs1 fragment 3 encoding amino acids 509-780 (Lanes 2 and 3). Twice the concentration of MBP-Kcs1 (509-780) was used in Lane 3. The band in Lanes 2 and 3 corresponding to the full-length product is shown boxed in red. Purified GST fusions to phospholipase C fragments (Plc1) were also tested for Snf1 phosphorylation; however, only a faint band was observed. Signal-to-background ratios for Kcs1 fragment phosphorylation by Snf1 is indicated.

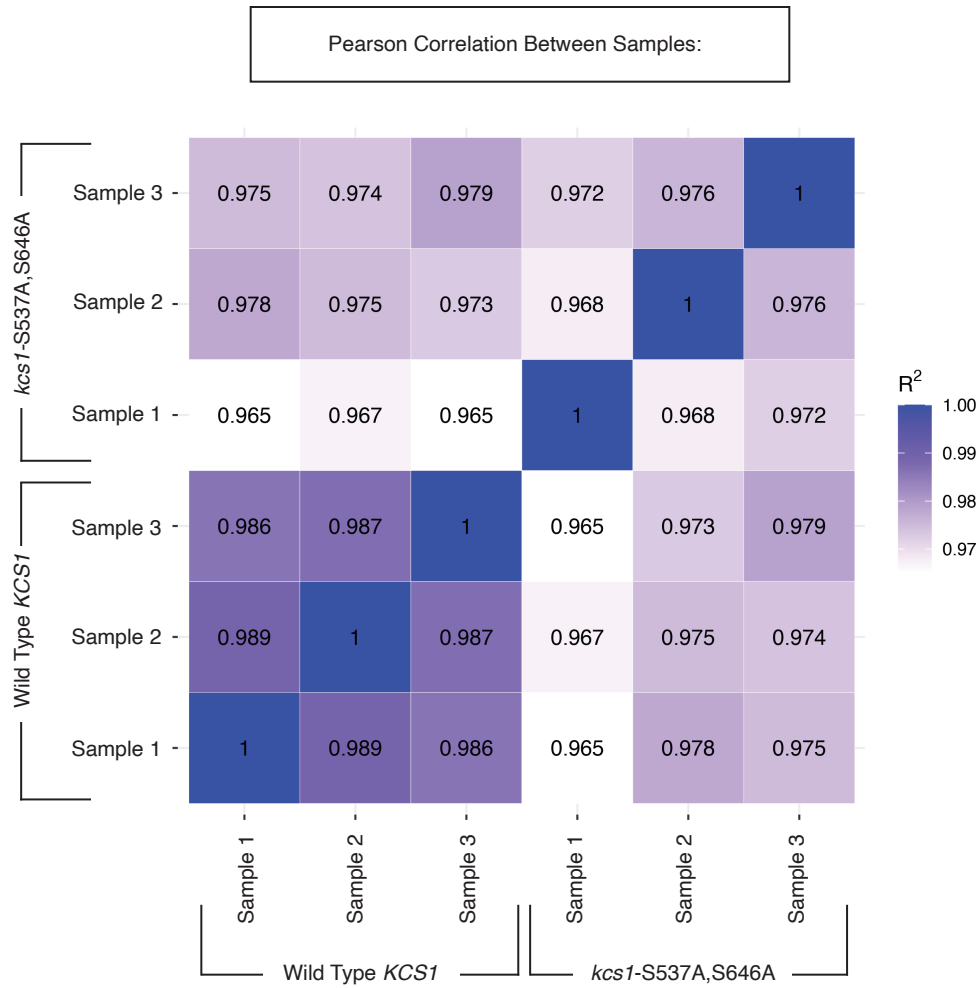

**Figure S3. Correlation of transcript levels between biological replicates and strains used for RNA sequencing.** Pearson correlation coefficients between samples and strains are indicated, and the correlation coefficients are color-coded as shown.

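The squared Pearson correlation of log2(FPKM + 1) over all 7126 genes was computed for each of the 15 pairs of samples. It was between 0.9898 and 0.9916 for the 3 pairs of wild-type samples and between 0.977 and 0.982 for the 3 pairs of mutant samples. The 9 pairs of a wild-type with a mutant sample lay between 0.974 and 0.984. With a pseudocount of 0.1 in place of 1, the mean was 0.973 over wild-type pairs, 0.967 over mutant pairs and 0.966 over pairs across strains. These correlations are across genes, which are not independent replicates.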

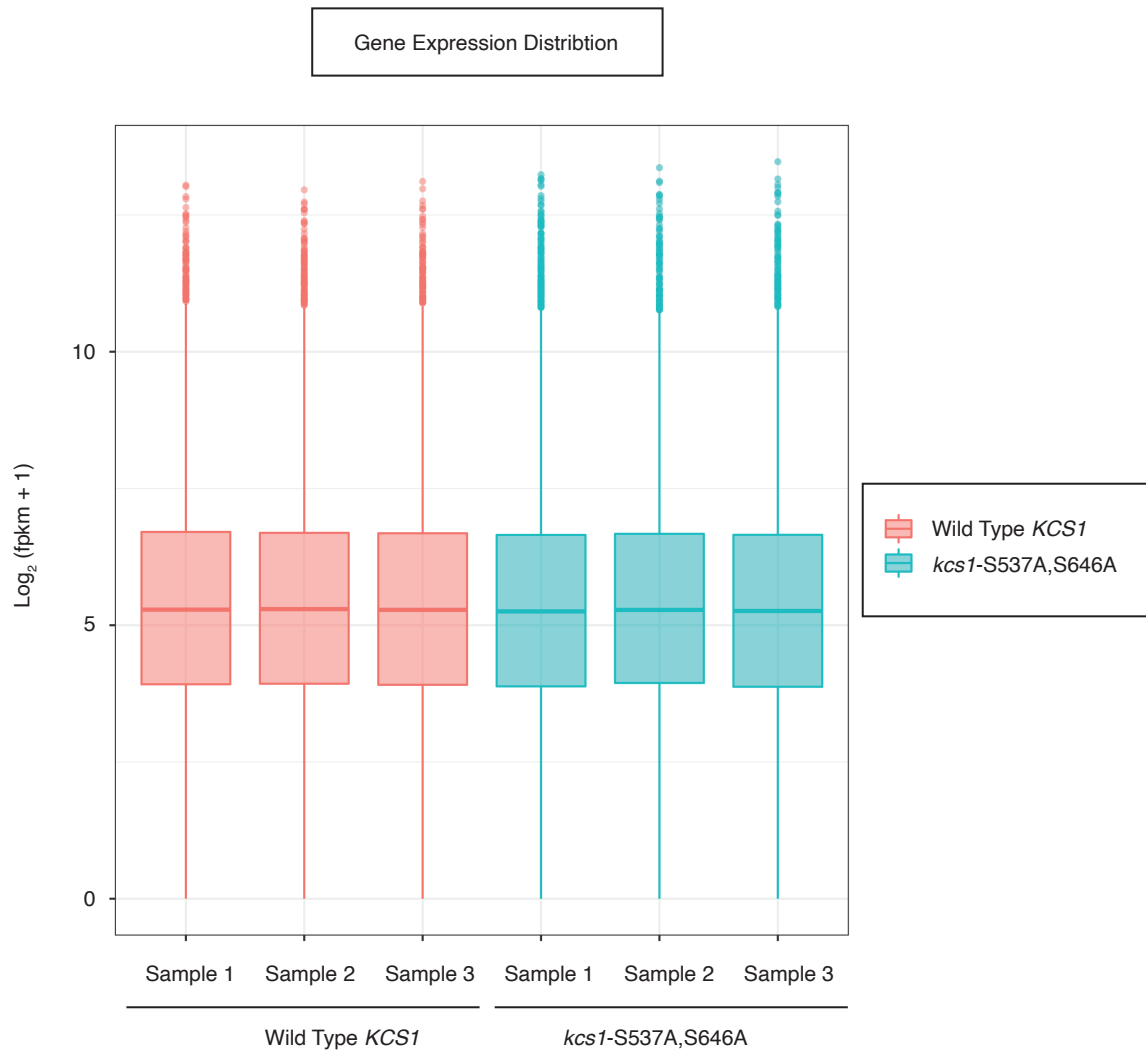

**Figure S4. Gene expression distribution as determined from high-throughput sequencing of RNA samples from the control and *kcs1*-S537A,S646A strains.** Boxplots are shown for the RNA sequencing results from each of three biological replicates for the two strains. The expected number of fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) was determined for each gene per sample. FPKM is calculated from the length of the given gene and the number of reads mapped to this gene. It provides an indication of the effect of sequencing depth and gene length for the reads count and is a commonly used method for the estimation of gene expression levels.

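The median of log2(FPKM + 1) over all genes was 5.07, 5.09 and 5.07 in the wild-type samples and 5.02, 5.08 and 5.05 in the mutant samples. Between 6484 and 6538 genes had at least 1 count in a sample. In the deposited FPKM table, the depth by which the authors divided each sample's counts was proportional to the size factor that DESeq2 computes from the count table, with a factor of 20.2 in all 6 samples. The depth was not proportional to the sample's total count, and its ratio to that total ranged from 0.932 to 1.04.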

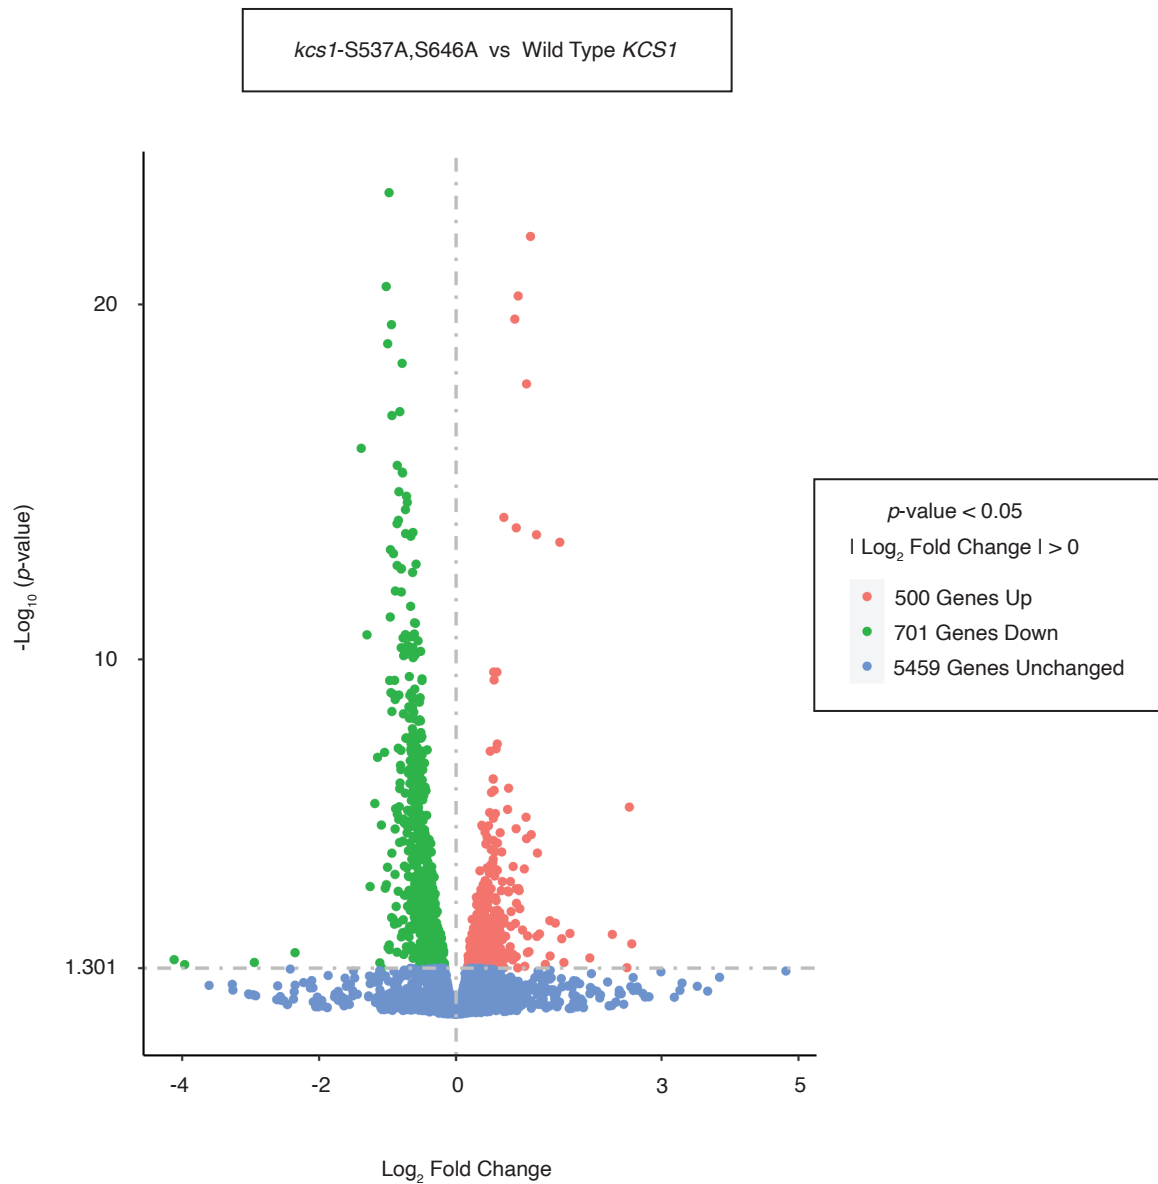

**Figure S5. Volcano plot indicating the p-value versus magnitude of fold change observed for genes identified in the RNA sequencing data for the wild type and *kcs1*-S537A,S646A strains.** The  $p$ -values are plotted on the Y-axis in  $\log_{10}$  scale, and fold-change is plotted on the X-axis on a  $\log_2$  scale. Values for genes are represented by dots color-coded to indicate transcript levels that are increased, decreased, or unchanged relative to levels in the strain with wild-type *KCS1*.

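In DESeq2, 6719 genes received a *p*-value, and 336 of them would fall under 0.05 by chance alone. Without adjustment, a threshold chosen after the values were seen, 1201 genes were under 0.05, of which 500 were increased and 701 decreased, the same counts as the paper's. Of these decreased transcripts, 339 are encoded on chromosome XIV and 11 on chromosome VI. All 24 genes named in Fig. 5A and all 42 named in Fig. 5B were under 0.05 without adjustment. The smallest change among the 344 genes with an adjusted *p*-value under 0.05 in edgeR was 0.30 on the log2 scale.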

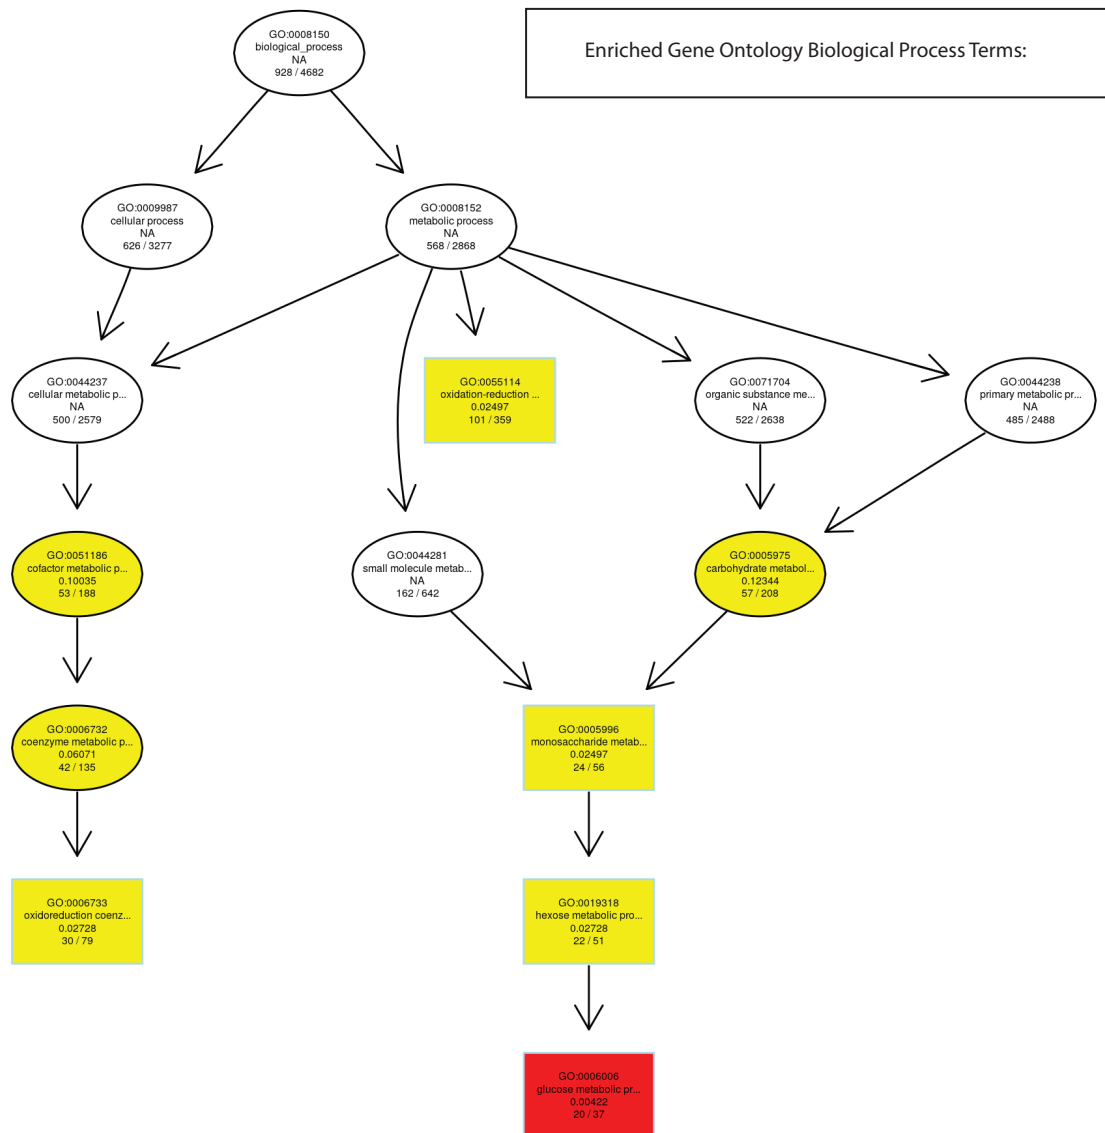

**Figure S6. Tree diagram of enriched GO Biological Process terms.** The diagram presents a hierarchical tree indicating Gene Ontology (GO) Biological Process terms enriched in the dataset of genes with altered transcription in *kcs1*-S537A,S646A relative to the isogenic strain with wild-type *KCS1*. Genes exhibiting either decreased or increased transcript levels in *kcs1*-S537A,S646A were included for this enrichment analysis. The GO ID and descriptor is provided in the figure, along with the *p*-value for those GO Biological Process terms that are enriched over background. The GO terms are color-coded according to the strength of the *p*-value. The number of genes with differential transcript levels annotated with the given GO term is indicated, along with the total number of genes in the yeast genome with that GO annotation. The hierarchical relationship of relevant GO Biological Process terms is illustrated by the arrows.

**Table S1. List of strains used in this study.**

| Strain      | Genotype                                                                                                                                                                                                                                             | Source                           |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------|
| Y825        | $\Sigma$ 1278b <i>ura3-52 leu2<math>\Delta</math>0 MATa</i>                                                                                                                                                                                          | M. Snyder (Stanford University)  |
| HLY337      | $\Sigma$ 1278b <i>ura3-52 trp1-1 MAT<math>\alpha</math></i>                                                                                                                                                                                          | G. Fink (MIT)                    |
| Y825/HLY337 | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1 MATa/MAT<math>\alpha</math></i>                                                                                                                                                    | Norman <i>et al.</i> (2018)      |
| BY4743      | <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>/leu2<math>\Delta</math> LYS2/lys2<math>\Delta</math> met15<math>\Delta</math>/MET15<br/>ura3<math>\Delta</math>/ura3<math>\Delta</math> MATa/MAT<math>\alpha</math></i> | M. Snyder (Stanford University)  |
| SSB47       | BL-21 + plasmids encoding <i>SNF1/SNF4/GAL83/TOS3</i> (2 plasmids encoding the 4 genes)                                                                                                                                                              | M. Schmidt (Univ. of Pittsburgh) |
| SSY24       | $\Sigma$ 1278b <i>ura3-52 trp1-1 MAT<math>\alpha</math> + pMORF-SNF1</i>                                                                                                                                                                             | This study                       |
| SSY25       | $\Sigma$ 1278b <i>ura3-52 leu2<math>\Delta</math>0 MATa + pSGP47-SNF1</i>                                                                                                                                                                            | This study                       |
| SSY38       | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1 MATa/MAT<math>\alpha</math><br/>snf1<math>\Delta</math>::kanMX/snf1<math>\Delta</math>::kanMX</i>                                                                                  | Norman <i>et al.</i> (2018)      |
| SSY45       | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1 ARG82::HA-NAT/ARG82 MATa/MAT<math>\alpha</math></i>                                                                                                                                | This study                       |
| SSY124      | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1<br/>kcs1::HmR/kcs1::HmR MATa/MAT<math>\alpha</math></i>                                                                                                                            | This study                       |
| SSY128      | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1<br/>kcs1::HmR/kcs1::HmR MATa/MAT<math>\alpha</math> + pSSB91</i>                                                                                                                   | This study                       |
| SSY130      | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1<br/>kcs1::HmR/kcs1::HmR MATa/MAT<math>\alpha</math> + pSSB92</i>                                                                                                                   | This study                       |
| SSY132      | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1<br/>kcs1::HmR/kcs1::HmR MATa/MAT<math>\alpha</math> + pSSB93</i>                                                                                                                   | This study                       |
| SSY144      | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1 kcs1-S537A/kcs1-S537A MATa/MAT<math>\alpha</math></i>                                                                                                                              | This study                       |
| SSY146      | $\Sigma$ 1278b <i>ura3-52/ura3-52 leu2<math>\Delta</math>0 trp1-1<br/>kcs1::HmR/kcs1::HmR MATa/MAT<math>\alpha</math> + pSSB96</i>                                                                                                                   | This study                       |

SSY148

$\Sigma$ 1278b *ura3-52/ura3-52 leu2 $\Delta$ 0 trp1-1*

This study

*kcs1::HmR/kcs1::HmR MATa/MATa* + pSSB95

---

**Table S2. List of plasmids used in this study.**

| Plasmid                         | Description                                                                                              | Source or reference           |
|---------------------------------|----------------------------------------------------------------------------------------------------------|-------------------------------|
| pGEX-4T-2- <i>SNF1</i> -1-392   | GST- <i>SNF1</i> kinase domain AA 1-392, Amp <sup>r</sup>                                                | This study                    |
| pMALC2- <i>SNF1</i> -KD         | Wild-type <i>SNF1</i> kinase domain, Amp <sup>r</sup>                                                    | This study                    |
| pMALC2- <i>ARG82</i>            | MBP- <i>ARG82</i> full length, Amp <sup>r</sup>                                                          | This study                    |
| pGEX-4T-2- <i>MIG1</i> -202-414 | GST- <i>MIG1</i> AA 202-414, Amp <sup>r</sup>                                                            | This study                    |
| pMALC2- <i>KCSI</i> -1-250      | MBP- <i>KCSI</i> AA 1-250, Amp <sup>r</sup>                                                              | This study                    |
| pGEX-4T-2- <i>KCSI</i> -244-556 | GST- <i>KCSI</i> AA 244-556, Amp <sup>r</sup>                                                            | This study                    |
| pMALC2- <i>KCSI</i> -509-780    | MBP- <i>KCSI</i> AA 509-780, Amp <sup>r</sup>                                                            | This study                    |
| pMALC2- <i>KCSI</i> -755        | MBP- <i>KCSI</i> AA 755-1050, Amp <sup>r</sup>                                                           | This study                    |
| pSSB91                          | pRS416- <i>KCSI</i> , <i>URA3</i> , Amp <sup>r</sup>                                                     | This study                    |
| pSSB92                          | pRS416- <i>KCSI</i> -S537A, <i>URA3</i> , Amp <sup>r</sup>                                               | This study                    |
| pSSB95                          | pRS416- <i>KCSI</i> -S6A, <i>URA3</i> , Amp <sup>r</sup>                                                 | This study                    |
| pSSB96                          | pRS416- <i>KCSI</i> -S537A,S646A, <i>URA3</i> , Amp <sup>r</sup>                                         | This study                    |
| pMORF- <i>SNF1</i>              | <i>P<sub>gal1</sub></i> - <i>SNF1</i> -His <sub>6</sub> -HA-ZZ, 2 $\mu$ , <i>URA3</i> , Amp <sup>r</sup> | Gelperin <i>et al.</i> (2005) |
| pSGP47- <i>SNF1</i>             | <i>P<sub>adh1</sub></i> - <i>SNF1</i> -His <sub>10</sub> , <i>URA3</i> , Amp <sup>r</sup>                | Norman <i>et al.</i> (2018)   |

How the deposited data were processed for this re-analysis (not part of the article)

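RNA was measured in 6 samples, 3 colonies of the strain with wild-type *KCS1* and 3 of the strain with *kcs1*-S537A,S646A, grown in low-nitrogen medium. The sequencing company used by the authors removed reads with adapters and of low quality, mapped the rest to the yeast genome with hisat v2.0.5 and counted them per gene with featureCounts v1.5.0-p3. The authors deposited these counts per gene without normalization. They also deposited FPKM values, in which the authors divided each count by the gene's length and by a depth per sample. That depth was proportional to the DESeq2 size factor of the count table and not to the sample's total, as checked on the values. A table of mean FPKM per strain repeats the per-sample FPKM and was not used. The genome build and the strand setting of the counting are not named in the paper's text. Of the 7126 genes in the count table, 6048 have an identifier in the R64 reference annotation, and 6036 of these have identical coordinates there.

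Samples were grouped by strain as the sample labels and the methods give it. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum of 10 counts, which left 6083. Counts were normalized by TMM, and the strains were compared with glmQLFit and glmQLFTest, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A standard error is the log2 fold change divided by the square root of the test statistic. CPM values are scaled by the TMM factors. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 3 and an inter-gene correlation of 0.01, adjusted within each of 2 families of 5 sets, and a set's value is the median log2 fold change of its genes. The lists for the sets were written in advance from general knowledge of each pathway. The oxidoreductases are the genes whose description in the files holds a word such as oxidoreductase, dehydrogenase or reductase. GO and KEGG annotations were not used here, so the term enrichments of Fig. 5 and Figs. S6 and S7 were not recomputed. In their place, Fisher's exact test, one-sided, compared each list with the called genes against all genes tested. For *KCS1* and *URA3*, exact permutation tests were added, which cannot give a *p*-value below 0.1 with 3 samples against 3.

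Replicate numbers come from the sample labels. They number separate colonies, and the methods name no pairing, so samples were treated as unpaired. All colonies with an allele came from the same strain. The *p*-values from edgeR therefore measure differences against the spread between colonies of these strains. They cannot separate an effect of the allele from other differences between the strains, on any chromosome. The total counts per sample were between 17950923 and 22701020. Counting error is small at this depth for most genes, and the spread between colonies sets the precision.

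The genes named in the text were fixed by a rule. They are every gene named in Fig. 5, given as counts per list and by name where the adjusted *p*-value was under 0.05, the inositol phosphate pathway genes and Snf1 network genes that the paper names, *FLO11*, and the 5 largest increases and 5 largest decreases among genes with an adjusted *p*-value under 0.05, an average log2 CPM above 0 and no overlap between the strains. *CIT2*, *ENO1* and *URA3* were singled out after the values were seen, as were the heat-shock genes and the genes listed for the fit without chromosomes XIV and VI.

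Alternatives set before the data were examined were DESeq2 size factors or library totals in place of TMM, no filter on low counts or at least 10 counts in every sample, DESeq2 1.42.0 or limma-voom in place of edgeR, a replicate block, each sample left out in turn, unadjusted *p*-values, and limma-trend on log2(FPKM + 1). For the sets they also comprised an inter-gene correlation estimated from the data, fry in place of camera, and the genes named in Fig. 5 in place of the lists. A fit without chromosomes XIV and VI, a fit with an offset per sample for each nuclear chromosome whose median differed from the wild-type mean by more than 0.3 (log2), which applied to chromosomes XIV and VI, and DESeq2 without adjustment were added after the data were examined.

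The procedure was tested on simulated data. Of 200 genes changed among 6083, edgeR recovered 186 (93%) and made 18 false calls. The simulated changes were at least 2-fold, and the counts were drawn with edgeR's own dispersion estimates. The recovery therefore does not apply to smaller changes, which were most of those called in the data. With no gene changed it made 0 calls. A simulated shift of one chromosome by -0.58 (log2) was recovered as -0.56. Results of the paper that rest on other measurements, such as phosphoproteomics, inositol phosphate levels, filamentation and growth, were not analysed here.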

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

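The tests of copy number for chromosome XIV and of plasmid copies were chosen after their results were seen, and the other tests here before theirs. The 3 results below concern patterns along chromosomes and of the plasmid that the paper does not describe.

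Transcripts of chromosome XIV were lower in the mutant as a group. The median log2 fold change of its 407 genes was -0.52, against 0.018 to 0.060 for the 14 other nuclear chromosomes without chromosome VI. The medians of the 3 mutant samples were -0.52, -0.54 and -0.53. In windows of 50 kb along the chromosome, 15 of 16 had a median under -0.3. The exception was the last window, from 750001 to 800000, with 9 genes and a median of -0.19. The spread of log2 fold changes on chromosome XIV was 1.11 times that of the other chromosomes, so its genes shifted together rather than one by one. A local regression of log2 fold changes on GC content, gene length and expression level fitted 3.92% of their variance and predicted a difference of -0.0050 between chromosome XIV and the others. The difference was -0.55 before and -0.56 after the regression, so the part of it that the regression captures is small. GC content was known for 94.3% of the chromosome's genes tested. The difference was -0.55 with library totals in place of TMM and -0.56 with every library thinned to the smallest total. These 2 values do not test the normalization or the depth, because a factor per library moves all its genes alike and random thinning leaves medians nearly unchanged. Of the 4 splits of the 6 samples into 3 and 3 that part all 3 same-numbered pairs, 1 gave a shift as large, the one by strain. The other 6 splits part only 1 of the pairs, and none of them gave a shift as large. Neither 4 nor 10 splits can give a share under 0.05, so this count cannot exclude a random grouping of the samples, whatever the size of the shift. A difference in the number of copies of chromosome XIV between the strains is a candidate explanation. The median ratio was 0.695, where 2 copies against 3 give 0.667 and 1 against 2 gives 0.5. On the log2 scale, the shift differs by 0.060 from that of 2 copies against 3 and by 0.48 from that of 1 against 2. For diploid strains, a copy-number difference would therefore more likely be an extra copy in the wild-type strain than a loss in the mutant. This remains a hypothesis, as reads from genomic DNA were not analysed here. Because all 3 mutant colonies share the shift, its effect cannot be separated from that of the S537A and S646A substitutions in these samples. Of the 284 decreased transcripts, 233 are encoded on this chromosome.

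Transcripts of chromosome VI were lower in mutant replicate 1 alone, with a median log2 difference of -0.95 from the wild-type mean, against 0.043 and 0.029 in the other mutant samples. All 6 windows of 50 kb were under -0.3, from -1.05 to -0.78. The difference from the other chromosomes in this sample was -0.98 before and -0.98 after the local regression on GC content, gene length and expression level. It was -0.97 with library totals, a change of scale that moves all genes of the sample alike and so does not test the normalization. The ratio was 0.518, close to the 0.5 of 1 copy against 2. A candidate explanation is the loss of 1 copy of chromosome VI in this colony, a hypothesis that the counts alone do not settle. Since the other mutant colonies lack the shift, it is not a property of the mutant strain as a whole. Only 1 gene of chromosome VI had an adjusted *p*-value under 0.05.

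The plasmid marker *URA3* was at 4741 CPM in mutant replicate 2, 2.49 times the mean of the other mutant samples, and *KCS1* in the same sample was at 2.57 times that mean. The ratio of these factors was 1.03. With library totals in place of TMM, the factor for *KCS1* was 2.82. The 10 nearest chromosomal genes around *KCS1* and around *URA3* had medians of 0.096 and 0.063 (log2) in this sample. As both chromosomal copies of *KCS1* are deleted, a duplicated segment could not raise its transcript, and these neighbours do not bear on it. More copies of the plasmid in this colony is a candidate explanation for both transcripts. The similar factors fit this explanation but do not establish it, and plasmid DNA was not analysed here. As the plasmid carries the mutant *kcs1*, the amount of Kcs1 may have differed between the mutant colonies, which the *KCS1* transcript factor of 2.57 bears on but protein levels were not analysed here.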

How the results depend on the processing

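The count of affected transcripts depended on the test and on the samples. It stayed within 1.5 times 344 with DESeq2 size factors or library totals in edgeR, both other filters on low counts, limma-voom, limma-trend on FPKM and the replicate block, with 282 to 344 genes. It was 579 with DESeq2, of which 159 were increased, and 1224 without adjustment, of which 501 were increased and 723 decreased. Across the 6 fits that each left out one replicate, it ranged from 84 to 481 genes, with 8 to 1.3e+02 increased and 76 to 353 decreased. The 3 lowest counts came from leaving out a wild-type sample. The number of increased transcripts also fell to 36 with library totals and to 35 with the replicate block. With library totals, the median log2 fold change of all genes went from 0.015 to -0.048, and the decreased transcripts rose from 284 to 303. A common shift of all genes moves calls in this way. The replicate block was run because both strains use the numbers 1 to 3. The deviations of same-numbered samples from their strain means had a mean correlation of 0.078 across genes, against -0.040 for samples with different numbers. With the exception of this shift and of the fits on chromosomes XIV and VI, the cause of the changes in these counts was not tested.

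The following fits were chosen after the data were examined. Without the genes of chromosomes XIV and VI, 16 genes had an adjusted *p*-value under 0.05, 9 increased and 7 decreased. With an offset per sample for the shifted chromosomes, 15 did, 10 increased and 5 decreased. In the fit to all chromosomes, 110 of the 344 genes lay outside both chromosomes. At an unadjusted *p*-value under 0.05, that fit had 879 genes outside them and the fit without them had 889, where 277 are expected by chance. The difference between 110 and 16 therefore lies mostly in the adjustment for multiple tests, which passes more genes when many *p*-values, such as those of chromosome XIV, are small. The DESeq2 test without adjustment gave 1201 genes, 500 increased and 701 decreased.

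The medians of the steroid, TCA cycle, oxidoreductase and glycolysis and gluconeogenesis sets kept their direction in every fit run. At the preset inter-gene correlation of 0.01, all 5 sets passed the threshold without chromosomes XIV and VI and with the chromosome offset. Their side of the threshold depended on how the correlation between genes was treated. With the correlation estimated from the data, none of the 5 sets passed, at medians of -0.28 for steroid biosynthesis, -0.16 for the TCA cycle, -0.079 for oxidoreductases, 0.27 for glycolysis and gluconeogenesis and 0.15 for amino acid biosynthesis, with adjusted *p*-values from 0.18 to 0.59. With fry, a test of each set by itself, the steroid set (-0.28, adjusted *p* = 0.093) and the amino acid set (0.15, adjusted *p* = 0.55) did not pass. Over all settings, adjusted *p*-values ranged from 1.5e-08 to 0.35 for the steroid set and from 1.4e-11 to 0.69 for the amino acid set. Both lowest values came with the genes named in Fig. 5, which the paper had selected as changed in the same samples. Among the other settings, the lowest values from camera were 6.8e-07 and 4.1e-07, both without mutant replicate 2. Across the fits that left out 1 replicate, the median of the amino acid set ranged from -0.0068 to 0.26. It was below 0 only without mutant replicate 1. In the same fits, the median ranged from -0.41 to -0.16 for the steroid set and from -0.19 to -0.15 for the TCA cycle. It ranged from -0.12 to -0.070 for oxidoreductases and from 0.21 to 0.33 for glycolysis and gluconeogenesis. The steroid median was closest to 0 without mutant replicate 1.

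Among the sets that the paper does not test, the phosphate genes were at 0.023 with TMM and at -0.041 with library totals. That change of scale moves all genes alike, and the median of all genes went from 0.015 to -0.048. The change of direction therefore follows from the scale. The phosphate genes ranged from -0.034 to 0.13 across the fits that left out 1 replicate, with an adjusted *p*-value of 0.025 from camera without mutant replicate 1. The respiratory chain genes did not pass with library totals (-0.18), with the estimated correlation (-0.12) or with fry (-0.12), and ranged from -0.20 to -0.052 with one replicate left out, where 3 of the 6 fits did not pass. The ribosomal protein genes did not pass with the estimated correlation (0.23) or with fry (0.23). The filamentous growth genes passed with fry (-0.082), and the Snf1-dependent genes passed with the chromosome offset (-0.088) and without mutant replicate 1, and ranged from -0.23 to -0.12 with one replicate left out. Apart from the change of scale with library totals, the cause of these changes was not tested.

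The log2 fold change of *KCS1* ranged from -0.13 to 0.76 with one replicate left out, and was below 0 only without mutant replicate 2. That of *VIP1* ranged from -0.16 to 0.022. For *ARG82* it ranged from -0.055 to 0.078 with 1 replicate left out, around a value of 0.0040. It was -0.057 with library totals, a change of scale that moves all genes alike. None of these genes had an adjusted *p*-value under 0.05 in any fit. Of 442 comparisons for 34 other named genes under 13 settings, 362 kept their direction and their side of the threshold. In 67 the gene no longer passed it, in 6 it newly passed and 7 changed direction, all 7 in *VIP1* and *ARG82*. The tally does not cover every gene named in the text. Among those left out are *CAT8* and *NRG2*, and *ERG5* and *ADE3*, whose adjusted *p*-values from edgeR were just under the threshold (0.0495 and 0.049).

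The mean squared correlation of wild-type pairs was 0.973 with a pseudocount of 0.1 and 0.996 with log2(CPM + 1). For mutant pairs it was 0.967 with a pseudocount of 0.1, 0.969 for genes with an FPKM of at least 1 in every sample and 0.987 with log2(CPM + 1). Under all of these settings, wild-type pairs had the higher mean. With 3 samples per strain and a biological coefficient of variation of 0.129, the smallest change called by edgeR was 0.30 on the log2 scale.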

Differences from the paper's values

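The paper reports 1201 affected transcripts, and the edgeR test with an adjusted *p*-value under 0.05 gave 344. The paper's number of increased transcripts is 500, against 60, and its number of decreased transcripts is 701, against 284. Of the alternatives set before the data were examined, only unadjusted *p*-values in edgeR came close to the paper's counts, with 1224 affected, 501 increased and 723 decreased transcripts. The others gave 84 to 579 genes in total, 8 to 159 increased and 76 to 420 decreased. The DESeq2 test with adjusted *p*-values, the tool and adjustment that the paper's methods name, gave 579, 159 and 420. The DESeq2 test with unadjusted *p*-values under 0.05, chosen after seeing the values, gave 1201, 500 and 701. These equal the paper's counts, whereas the counts with adjustment do not. The match argues against an adjusted threshold behind the paper's counts. The paper's methods describe adjusted *p*-values with the sign ≥ at the threshold, and the axis of Fig. S5 is described as *p*-values.

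The paper names 24 genes in Fig. 5A as decreased and 42 in Fig. 5B as increased. All of them had that direction here, but the adjusted *p*-value from edgeR was under 0.05 for 7 and 6 of them. DESeq2 with adjusted *p*-values called 16 and 20, unadjusted *p*-values in edgeR called 23 and 36, and DESeq2 with unadjusted *p*-values, chosen after seeing the values, called 24 and 42. Library totals called 10 and 3, no filter on low counts 7 and 4, limma-voom and limma-trend on FPKM 6 and 5 each, and the replicate block 5 and 0. The fits without wild-type replicate 1, 2 or 3 called 3 and 0, 1 and 0, and 2 and 0. The fits without mutant replicate 1, 2 or 3 called 11 and 9, 9 and 11, and 5 and 2. The fit without chromosomes XIV and VI and the fit with the chromosome offset, chosen after seeing the values, called 0 and 0. DESeq2 size factors in edgeR and at least 10 counts in every sample left the calls at 7 and 6.

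Fig. S3 gives 0.99 for the 3 pairs of wild-type samples and 0.97, 0.97 and 0.98 for the 3 pairs of mutant samples. The squared correlations computed here were 0.9898 to 0.9916 and 0.9768, 0.9799 and 0.9825.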

Other observations

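The test of the heat-shock genes was chosen after 5 of them were noticed, but before the values of the 13 others were seen, and the tests on splits of the samples and on sample similarity were set before their results.

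Each result of the comparison between strains was set against other splits of the 6 samples into 3 and 3. The numbers name separate colonies, but as both strains use them, the split by strain was compared with the splits that part all 3 same-numbered pairs as it does, 4 with itself included. As many affected, increased and decreased transcripts were found in 1 of the 4, the split by strain, and each of the other 3 gave 0 genes with an adjusted *p*-value under 0.05, at 53 to 190 genes with an unadjusted one. The other 6 splits part 1 pair and gave 0 genes as well, at 45 to 556 with an unadjusted *p*-value, where 304 are expected by chance, so the split by strain was the only one of all 10 with any gene called. A median as far from 0 was found in 1 of the 4 splits for the oxidoreductase and the glycolysis and gluconeogenesis sets, in 2 for the steroid and TCA cycle sets and in 3 for the amino acid set. Over all 10 splits, the counts were 1 for the oxidoreductase and the glycolysis and gluconeogenesis sets, 2 for the steroid and TCA cycle sets and 6 for the amino acid set. With 3 samples in each strain, neither 4 nor 10 splits can give a share under 0.05, so this count alone cannot tell any of these results apart from a random grouping of the samples.

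Gene sets that the paper does not test were examined as a second family. The 138 ribosomal protein genes had a median log2 fold change of 0.23 (adjusted *p* = 4.8e-10 from camera in limma), with 131 genes higher. The medians of the 3 mutant samples were 0.50, 0.069 and 0.071, so most of the shift lies in mutant replicate 1. The 33 respiratory chain genes had a median of -0.12 (adjusted *p* = 0.020), with mutant medians of -0.24, 0.10 and -0.17. The 27 Snf1-dependent genes (-0.16, adjusted *p* = 0.084), the 18 filamentous growth genes (-0.082, adjusted *p* = 0.29) and the 16 phosphate genes (0.023, adjusted *p* = 0.50) did not pass the threshold. The phosphate genes changed sign with library totals, a change of scale that moves all genes alike. As far from 0 were 1 of the 4 splits for the ribosomal protein and filamentous growth genes, 2 for the respiratory chain and Snf1-dependent genes and 4 for the phosphate genes.

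Without chromosomes XIV and VI, a fit chosen after the data were examined, the 16 genes with an adjusted *p*-value under 0.05 were *SSA2*, *SSA1*, *IMD2*, *IMA5*, *PHO13*, *BTN2*, YKL068W-A, *HXT1* and *NMA1*, which were higher in the mutant, and *POT1*, *JLP1*, *COS9*, *ASE1*, *GPX2*, *YCP4* and *ENT3*, which were lower.

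Targets of heat-shock factor 1 (*SSA1*, *SSA2*, *BTN2*, *CUR1* and *FES1*) were noticed among the clearest increases. Of 13 other targets, 11 were higher in the mutant, with a median log2 fold change of 0.30 and a camera *p*-value of 0.00023 in limma. Their medians in the 3 mutant samples were 0.16, 0.41 and 0.46. Mutant replicate 1 had the lowest of the 3, and the median log2 fold change without it was 0.46. With the correlation between these genes estimated from the data, at 0.16, the camera *p*-value was 0.086. A mild heat-shock response in the mutant strain may explain these increases. The samples do not separate an effect of the Kcs1 substitutions from one of the chromosome XIV difference; this remains a hypothesis.

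Mutant replicates were less alike than wild-type replicates, with squared correlations from 0.977 against 0.9898 at the lowest. Without chromosome VI, the lowest value among mutant pairs was 0.979, still below the wild-type pairs, so the shift of that chromosome in mutant replicate 1 does not account for the difference. No biological explanation was tested.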
